# The chromatin remodeling factor BAP18 promotes non–small cell lung cancer progression *via* the recruitment of β-catenin with the transcriptional coactivator complex ACTL6A–PAF1

**DOI:** 10.1016/j.jbc.2025.110596

**Published:** 2025-08-14

**Authors:** Junli Hao, Qilin Hu, Xin Li, Sha Shi, Fangjian Na, Kai Zeng, Hao Li, Yue Zhao, Mingfang Zhao

**Keywords:** non–small cell lung cancer, BAP18, β-catenin, transcriptional regulation, epigenetics

## Abstract

Non–small cell lung cancer (NSCLC) is a prevalent and deadly form of lung cancer, with treatment challenges including drug resistance and limited therapeutic targets, despite advances, such as immune checkpoint inhibitors. This study investigated the role of BAP18 (BPTF-associated protein of 18 kDa), a chromatin-associated protein, in NSCLC progression and its potential as a therapeutic target. NSCLC tissue samples were analyzed for BAP18 expression using Western blot and immunohistochemistry, and NSCLC cell lines with BAP18 knockdown were assessed for proliferation, migration, cell cycle, and tumor growth through *in vitro* assays and xenograft models. Coimmunoprecipitation and luciferase reporter assays were used to explore the interaction of BAP18 with β-catenin, ACTL6A (actin like 6A), and PAF1 (polymerase-associated factor 1) and its impact on β-catenin-mediated transcriptional activity. RNA sequencing and enrichment analyses identified the pathways involved in BAP18-regulated NSCLC progression. The results showed that BAP18 is highly expressed in NSCLC tissues, and its knockdown significantly inhibited cell proliferation, migration, and tumor growth. Mechanistically, BAP18 recruits ACTL6A and PAF1 to Wnt (wingless/integrated) target gene promoters, enhancing β-catenin-mediated transcription. These findings suggest that BAP18 plays a critical role in NSCLC progression through the Wnt–β-catenin pathway and could serve as a novel therapeutic target, particularly for patients with Wnt–β-catenin-driven tumors.

Lung cancer is a highly prevalent and lethal malignant tumor, classified into small cell lung cancer and non–small cell lung cancer (NSCLC), with NSCLC accounting for 80% of cases (1). According to the recent US cancer statistics, lung cancer ranks second in new cancer cases, causing over 350 deaths daily, surpassing the combined deaths from breast, prostate, and pancreatic cancers (2). Despite increased public awareness of early diagnosis and screening, most patients are diagnosed at an advanced stage (3). Prior to the 21^st^ century, platinum-based chemotherapy was the primary treatment for advanced lung cancer and remains a fundamental component of current therapeutic strategies, often used alone or in combination with other modalities. The development of tyrosine kinase inhibitors and immune checkpoint inhibitors in recent decades has significantly advanced NSCLC treatment (4, 5). These therapies have extended survival in selected patients with locally advanced or metastatic disease, with 5-year survival rates exceeding 20% in eligible populations (6). However, the stringent selection criteria for targeted and immunotherapies and the issue of drug resistance can lead to treatment failure (7, 8). Thus, identifying new therapeutic targets remains a key focus in lung cancer research.

Epigenetic regulation involves heritable DNA modifications that change the three-dimensional arrangement of nucleosomes, thereby regulating gene expression without altering the nucleotide sequence. This includes DNA methylation, chromatin remodeling, histone modification, and noncoding RNA (9, 10, 11, 12, 13). These changes are inducible and reversible, potentially influenced by environmental factors, such as air pollution, smoking, ultraviolet radiation, and diet (14, 15, 16). Common targets for epigenetic therapy include DNA methylation and hydroxymethylation and histone modifications, such as methylation, acetylation, phosphorylation, and succinylation (17, 18, 19). These modifications can affect oncogenes and tumor suppressors, leading to aberrant molecular signaling pathways (20). Epigenetic modifications of histones allow chromatin to switch between closed and open states. Open chromatin states permit transcriptional activators to access target genes and promote transcription, whereas closed chromatin states are typically associated with transcriptional silencing (21). Modifications at different histone sites are crucial for transcriptional regulation in tumor cells; for instance, H3K4me3 and H3K36me3 are associated with transcriptional activation, whereas H3K9me3 and H3K27me3 are linked to transcriptional repression (22, 23).

Regulation at the transcriptional level involves various coregulatory factors. For example, aberrant expression of these coregulators is a key factor in the Wnt (wingless/integrated)–β-catenin signaling pathway–mediated gene transcription anomalies. The C-terminal region of β-catenin recruits numerous factors, including HATs CBP, p300, and TIP60, SWI–SNF factors BRG1, ISWI, and mediator component MED12. Many transcription factors activate transcription by sequentially or cyclically recruiting similar coregulatory factors (24, 25).

BAP18 (BPTF-associated protein of 18 kDa), encoded by the human C17orf49 gene, is a component of chromatin complexes MLL1-WDR5 (26) and NURF–BPTF (27). It contains an SANT domain, typically found in chromatin remodeling complexes. Studies show that BAP18 acts as an androgen receptor (AR) coregulator in prostate cancer, upregulating AR-mediated gene transcription and promoting prostate cancer progression (28); in estrogen receptor (ER)–positive breast cancer, BAP18 associates with the COMPASS complex, upregulating ER-mediated gene transcription, promoting ERα-positive breast cancer growth, and contributing to tamoxifen resistance (29). A recent study reported that BAP18 is upregulated in non–small cell lung carcinoma (NSCLC), particularly in advanced-stage tumors, and promotes tumor cell proliferation by enhancing the transcription of cell cycle–related genes, such as CCND1 (cyclin D1) and CCND2 (30). However, the underlying molecular mechanisms remain incompletely understood. In this study, we further explored the functional role of BAP18 in NSCLC, with a particular focus on its involvement in transcriptional regulation and tumor progression.

In this study, we found that BAP18 expression was significantly elevated in NSCLC samples. In NSCLC cell lines, BAP18 depletion led to an increased proportion of cells in the G1 phase, a decreased proportion in the S phase, slowed cell proliferation, and inhibited tumor cell growth and migration *in vitro* and *in vivo*. We further confirmed that BAP18 recruited ACTL6A (actin like 6A) and PAF1 (polymerase-associated factor 1), along with β-catenin, to the promoter region of target genes to activate the Wnt signaling pathway, leading to tumor proliferation and metastasis. These findings provide novel insights into the mechanism of the Wnt–β–catenin pathway and enhance our understanding of the role of BAP18 in NSCLC, which may have significant implications for potential therapeutic strategies.

## Results

### BAP18 is highly expressed in NSCLC and correlates with tumor malignancy

We initially analyzed the expression of BAP18 in tumor and normal tissues using the UALCAN online dataset (31). The results demonstrated that BAP18 expression was elevated in NSCLC tissues, including lung adenocarcinoma (LUAD) and lung squamous cell carcinoma, compared with normal tissues (Fig. 1, *A* and *B*). To confirm the higher BAP18 expression, we collected fresh NSCLC tissue samples and paraffin-embedded tissue microarrays to explore BAP18 expression in clinical specimens. We selected 30 NSCLC tissues and their paired adjacent noncancerous tissues from the First Affiliated Hospital of China Medical University and measured BAP18 protein levels using Western blot. The results showed significantly higher BAP18 expression in tumor tissues compared with adjacent normal tissues (Fig. 1, *C* and *D*). Immunohistochemical staining of tissue microarrays further confirmed that BAP18 was highly expressed in NSCLC tissues compared with adjacent normal tissues (Fig. 1, *E* and *F*). Statistical analysis of tissue microarrays showed increased BAP18 levels in patients with lymph node metastasis and higher clinical stages, suggesting a correlation between high BAP18 expression and tumor malignancy (Table 1). However, analysis of The Cancer Genome Atlas (TCGA)-LUAD database did not reveal a significant difference in BAP18 expression between classic NSCLC driver gene mutation statuses (*p* > 0.05) (Fig. S1*A*).

**Figure 1:**
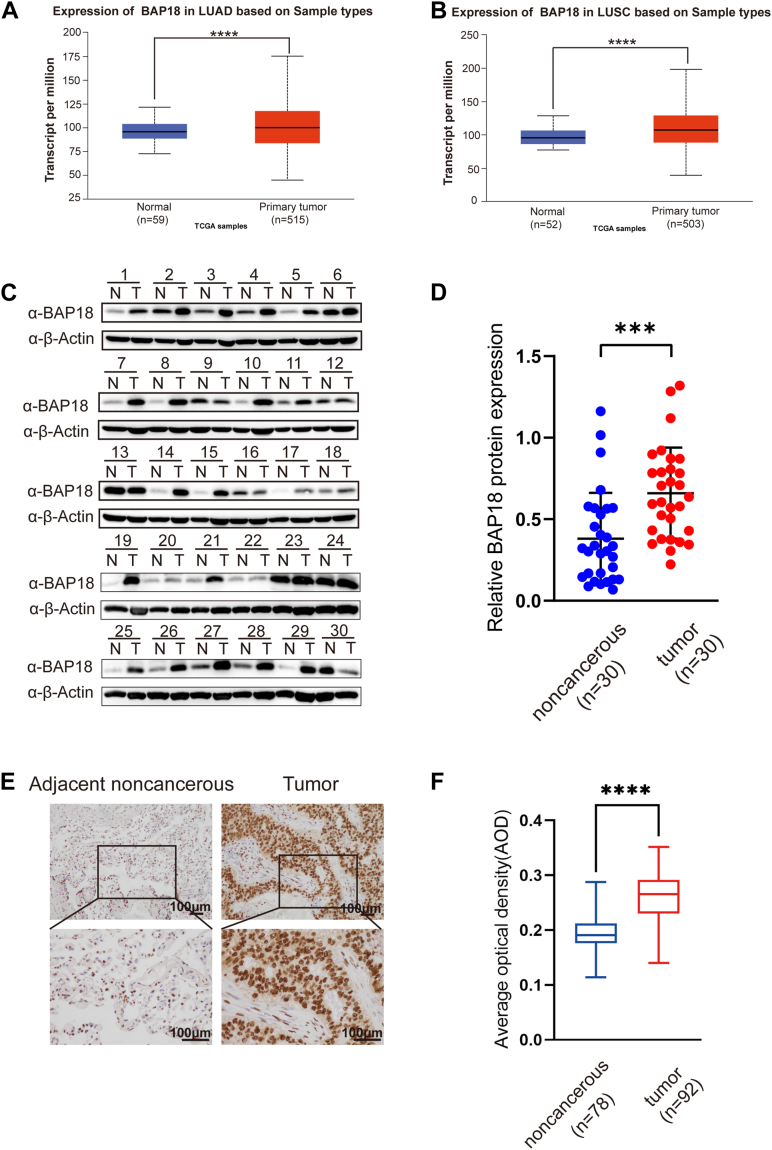
**BAP18 is upregulated in lung cancer tissues.***A* and *B*, box plots showing BAP18 mRNA expression levels in LUAD and LUSC tumor tissues compared with normal tissues, based on TCGA datasets accessed *via* the UALCAN portal (LUAD: n = 59 normal, 515 tumor; LUSC: n = 52 normal, 503 tumor). Statistical analysis was performed using unpaired two-tailed Student’s *t* test. *C* and *D*, representative Western blot analysis of BAP18 protein expression in 30 paired fresh lung cancer (T) and adjacent noncancerous (N) tissues. β-Actin served as a loading control. Data are presented as mean ± SEM. Statistical comparison was conducted using paired two-tailed Student’s *t* test. *E* and *F*, immunohistochemical staining of BAP18 in paraffin-embedded lung tumor and adjacent noncancerous tissues. Statistical analysis was performed using unpaired two-tailed Student’s *t* test. Tumor (n = 92), noncancerous (n = 78). Original blots are shown in Fig. S3. ∗∗∗∗*p* < 0.0001; ∗∗∗*p* < 0.001. BAP18, BPTF-associated protein of 18 kDa; LUAD, lung adenocarcinoma; LUSC, lung squamous cell carcinoma; TCGA, The Cancer Genome Atlas.

**Table 1:** Association between BAP18 expression and clinicopathological characteristics of NSCLC

Clinical pathological factors	Cases (n = 92)	Low BAP18 expression (n = 39)	High BAP18 expression (n = 53)	*p*
Gender				0.684
Male	52	23	29	
Female	40	16	24	
Age				0.691
<55	24	11	13	
≥55	68	28	40	
Pathological grade				0.554
Ⅰ	4	1	3	
Ⅱ	56	26	30	
Ⅲ	32	12	20	
T				0.632
T1	34	17	17	
T2	36	14	22	
T3	13	4	9	
T4	9	4	5	
N				0.024^a^
N0	44	24	20	
N1–N3	48	15	33	
Clinical stage				0.030^a^
Ⅰ	31	18	13	
Ⅱ–Ⅲ	61	21	40	
Epidermal growth factor receptor				0.434
Mutated	9	2	7	
Nonmutated	61	27	34	
Unknown	22	10	12	

Associations between BAP18 expression and clinical variables including gender, age, pathological grade, tumor (T) stage, nodal (N) stage, clinical stage, and epidermal growth factor receptor mutation status were analyzed using the Chi-square test or Fisher’s exact test as appropriate.

a *p* < 0.05 was considered statistically significant.

We also performed single sample gene set enrichment analysis on 32,368 tumor epithelial cells from the single-cell dataset GSE131907 based on BAP18 expression status. As shown in Fig. S1*B*, 1516 epithelial cells (4.68%) exhibited positive expression of BAP18. The results showed that BAP18-positive cells exhibited increased expression in proliferation and cell cycle checkpoint–related pathways (Fig. S1*C*).

### BAP18 knockdown inhibits NSCLC growth and invasion *in vitro*

Clinical samples and database analyses suggested that BAP18 promotes NSCLC proliferation. To elucidate the biological function of BAP18 in NSCLC, we first examined BAP18 expression in NSCLC cell lines using Western blot and selected A549 and NCI-H1299 cell lines for further experiments (Fig. 2*A*). We conducted BAP18 knockdown experiments using three specific siRNAs targeting BAP18 and generated BAP18 knockdown lentivirus (shBAP18) with 1#siRNA, constructing stable BAP18 knockdown cell lines A549 and H1299 (Figs. 2, *B*, *C* and S2, *A*, *B*). Methylthiazol tetrazolium salt assays and colony formation experiments showed that BAP18 knockdown inhibited cell proliferation and reduced colony formation (Figs. 2*D* and S2*C*). Transwell and wound healing assays demonstrated that BAP18 knockdown significantly inhibited A549 cell migration (Figs. 2*E* and S2*D*).

**Figure 2:**
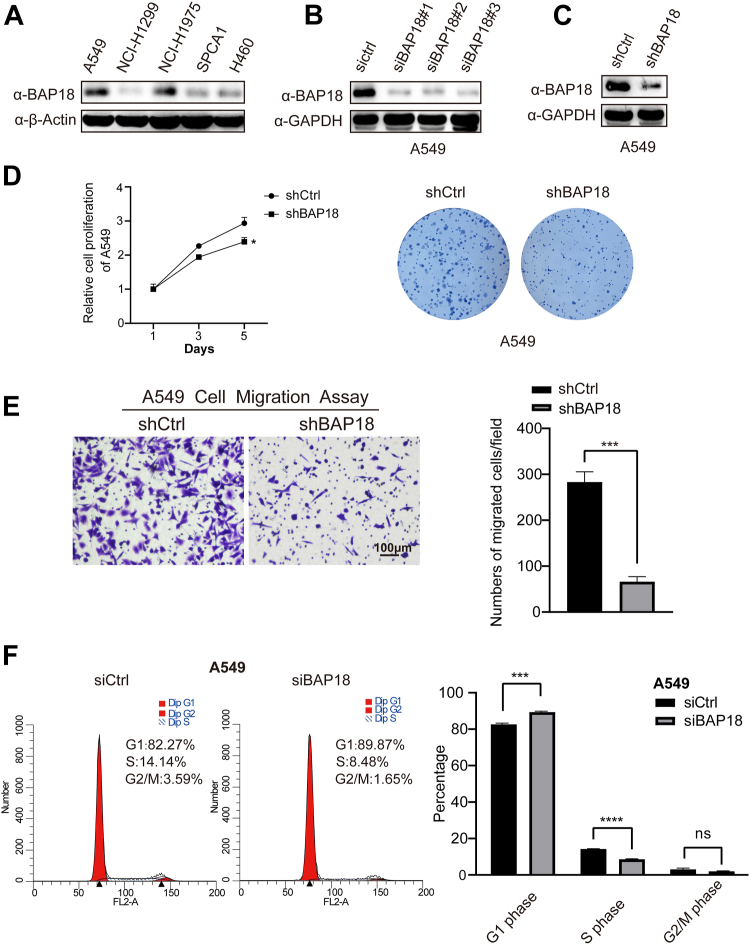
**Knockdown of BAP18 inhibits proliferation, migration, and alters cell cycle distribution in NSCLC cells.***A*, Western blot analysis of endogenous BAP18 protein expression in NSCLC cell lines. β-Actin was used as a loading control. *B*, efficiency of BAP18 knockdown in A549 cells by three siRNA constructs, assessed by Western blot. GAPDH served as a loading control. *C*, Western blot validation of lentivirus-mediated BAP18 knockdown in A549 cells. *D*, cell proliferation was assessed by CCK-8 assay over 5 days, and colony formation was evaluated after stable knockdown. *E*, transwell migration assay showing decreased migratory capacity of A549 cells upon BAP18 knockdown. Representative images (*left*) and quantification of migrated cells per field (*right*). *F*, flow cytometry analysis of cell cycle distribution in siCtrl and siBAP18-treated A549 cells. Bar plots show the percentage of cells in G1, S, and G2/M phases. Original blots are shown in Fig. S4. Data represent mean ± SEM from three independent experiments. Statistical analysis was performed using unpaired two-tailed Student’s *t* test. ∗∗∗∗*p* < 0.0001; ∗∗∗*p* < 0.001; ∗∗*p* < 0.01; ∗*p* < 0.05; and ns, no statistical significance. BAP18, BPTF-associated protein of 18 kDa; CCK-8, Cell Counting Kit-8; NSCLC, non–small cell lung cancer.

Having observed that BAP18 promotes NSCLC cell growth and migration, we next performed cell cycle analysis to explore whether BAP18 might influence tumor cell proliferation through cell cycle regulation. BAP18 was knocked down in A549 and H1299 cells using siRNA, followed by flow cytometric analysis. The results showed an increased proportion of cells in the G1 phase and a decreased proportion in the S phase in the BAP18 knockdown group compared with controls, with no significant change in the G2–M phase (Figs. 2*F* and S2*E*). These findings suggest that BAP18 may influence cell cycle progression at the G1–S transition in NSCLC cells. However, we acknowledge that further mechanistic studies are needed to determine whether this effect contributes directly to the tumor-promoting role of BAP18 *in vivo*.

### BAP18 knockdown suppresses NSCLC tumor growth *in vivo*

Our findings from experiments *in vitro* indicate that BAP18 enhances NSCLC cell proliferation and migration. To further evaluate the effect of BAP18 on tumor growth *in vivo*, we established xenograft mouse models with the NSCLC cell line A549 infected with shBAP18 or negative control lentivirus (shCtrl). After 4 weeks, tumors were excised, and their volumes and weights were measured. The results showed that tumors in the BAP18 knockdown group were smaller and lighter than those in the control group (Fig. 3, *A*–*D*). Western blot analysis of tumor tissues revealed significantly reduced BAP18 expression in the BAP18 knockdown group (Fig. 3*E*). Immunohistochemical staining showed decreased BAP18 and the proliferation marker Ki-67 in tumors. These results indicate that BAP18 knockdown can inhibit NSCLC tumor growth *in vivo*, suggesting that reduced BAP18 expression slows tumor growth (Fig. 3, *F* and *G*).

**Figure 3:**
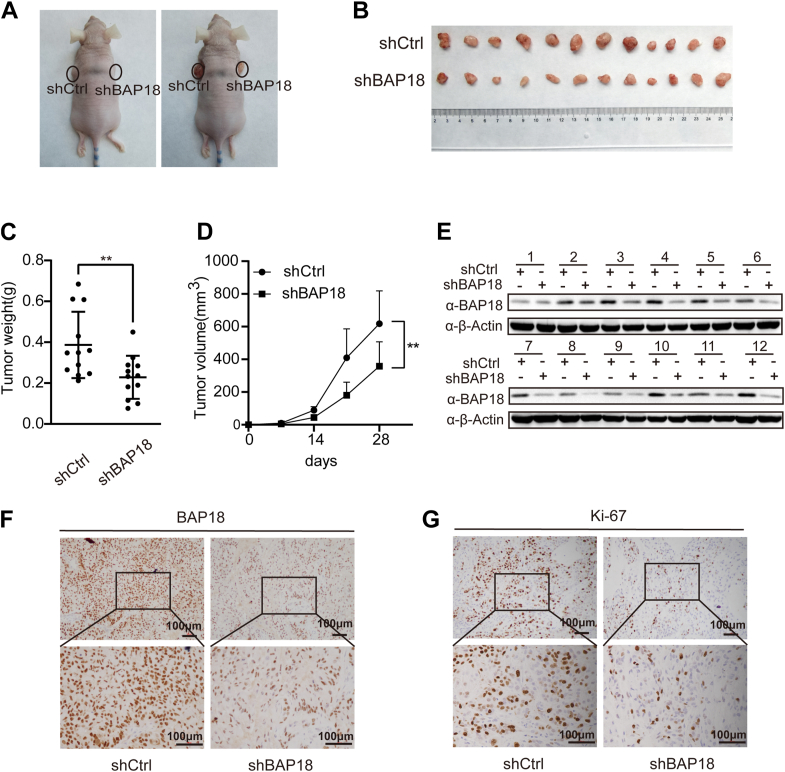
**BAP18 knockdown suppresses tumor growth in NSCLC xenograft mouse models.***A*, representative image of nude mice 4 weeks after subcutaneous injection of A549 cells stably expressing shCtrl or shBAP18. Tumors formed in the *left* (shCtrl) and *right* (shBAP18) axilla of each mouse. *B*, gross appearance of excised tumors from mice injected with shCtrl or shBAP18 A549 cells. *C*, tumor weights measured at the endpoint (day 28) for each group. *D*, tumor growth curve showing volume measurements taken on days 0, 14, and 28. *E*, Western blot analysis of BAP18 protein expression in tumor tissues from xenograft mice. β-Actin served as the loading control. *F* and *G*, representative immunohistochemical staining for BAP18 (*F*) and Ki-67 (*G*) in tumor tissues from each group. Original Western blot images are shown in Fig. S5. Data represent mean ± SEM (n = 12). Statistical analysis was performed using unpaired two-tailed Student’s *t* test. ∗∗*p* < 0.01. BAP18, BPTF-associated protein of 18 kDa; NSCLC, non–small cell lung cancer.

### Target genes regulated by BAP18 are related to β-catenin nuclear translocation

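A549 is a human lung adenocarcinoma cell line. RNA was collected 48 h after transfection from 3 A549 cultures given siBAP18 and from 3 given siCtrl, and poly(A) RNA from each was sequenced. The paper's text does not state which of its 3 BAP18 siRNAs these cultures received. The authors deposited the number of reads they counted on each of 35474 genes, without normalization, and the same values as RPKM, which are counts per kilobase of gene length relative to the library's total. Genes are named by symbol, with exon positions on GRCh38, and the paper's text names no aligner, counting program or test for these data. The siCtrl libraries held 53657450, 46035635 and 47099816 counts in replicates 1, 2 and 3, and the siBAP18 libraries held 53996860, 56548620 and 42094524 counts. For the values given here, the counts were scaled by edgeR's TMM method and compared between the groups with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The comparison covered the 20776 genes that passed edgeR's filter on low counts. Values in CPM are counts relative to the TMM-scaled library total, and their error is the SD over 3 libraries.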

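BAP18 is listed as C17orf49 and lies on chromosome 17 from 7014495 to 7017525 on the + strand. Its counts were 743, 751 and 705 in the siCtrl libraries and 120, 137 and 108 in the siBAP18 libraries. Expression was 15.1 ± 1.09 CPM (SD, n = 3) in siCtrl cells and 2.41 ± 0.235 (SD, n = 3) in siBAP18 cells. The log2 fold change was −2.65 (standard error 0.111, adjusted p = 7.31e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, it lay between −2.72 and −2.60. The alternative that moved it most was limma on log2(RPKM + 1), which gave −1.81. The readthrough gene RNASEK-C17orf49 shares exons with C17orf49 and had a log2 fold change of −0.24 (adjusted p = 0.0138 from the same test), which did not pass the adjusted threshold without siCtrl replicate 2, without siBAP18 replicate 2 or with limma on log2(RPKM + 1) and no filter. RNASEK, which lies upstream, rose by 0.35 (adjusted p = 0.0011 from the same test). The readthrough gene shares exons with RNASEK too. It had 2132 counts in siCtrl replicate 1, beside 1509 on RNASEK and 743 on C17orf49. In siBAP18 replicate 1 it had 1931, beside 1966 and 120. The paper's text does not state how reads in shared exons were counted. The −0.24 therefore cannot be assigned to the readthrough transcript alone, and does not show whether that transcript escaped knockdown. MIR497HG overlaps C17orf49 on the opposite strand from 7015818 to 7019659, and its log2 fold change was −2.57 (adjusted p = 3.92e-13 from the same test). A second antisense gene on the opposite strand, from 6985494 to 7019414, had a log2 fold change of −1.14 (adjusted p = 3.51e-05 from the same test). The paper's text does not state whether strand was used in counting, so the values of these overlapping genes cannot be assigned to 1 strand.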

To further explore the mechanisms by which BAP18 promotes NSCLC progression, we performed transcriptomic sequencing on A549 cells in BAP18 knockdown (siBAP18) and control (siCtrl) groups, analyzing the differences across the genome. 

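A gene was called differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds of the legend of Fig. 4B. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1758 of 20776 genes were called, 981 with higher and 777 with lower expression in siBAP18 cells. Of the called genes, 1140 are protein-coding in GENCODE 29, 580 with higher and 560 with lower expression, a division made after the values had been seen. The adjusted p alone was under 0.05 for 10305 genes. In 1718 of the called genes the 3 siBAP18 libraries did not overlap the 3 siCtrl libraries. Of all genes tested, 56.6% were separated in this way, where chance gives 10% for 3 libraries against 3. Many called genes had few counts, and 746 lay below an average log2 CPM of 0. In 60 called genes, every library of 1 group held 3 counts or fewer, so that only a lower bound can be given for their fold changes. Among the alternatives that kept both thresholds, limma on log2(RPKM + 1) without a filter moved the number of called genes most, to 345. Among called genes with an average log2 CPM of at least 1 and no overlap between the groups, the largest rises were those of BHLHE41 (log2 fold change 6.46), EGR1 (6.33), VGF (4.96) and DHRS2 (4.74). STMN4 was at or under 3 counts in every siCtrl library and was at least 106-fold higher in siBAP18 cells. Among the same genes, the largest falls beside those at the BAP18 locus were in FAM111B (−2.94), NEB (−2.80) and BZW2 (−2.55). The 3′ UTR of BZW2 holds an 8mer site for the guide strand of siBAP18#3.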

Knockdown of BAP18 resulted in significant changes in 1143 genes (*p* < 0.05, |log_2(_fold change)|>1), with 563 positively regulated differentially expressed genes (DEGs) significantly downregulated (Fig. 4, *A* and *B*). 

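The deposited tables carry no GO or KEGG annotation, so lists of genes compiled by hand before the data were examined were tested with camera on the same counts, with Benjamini-Hochberg adjustment over 18 lists. The median log2 fold change of the 43 S-phase genes was −1.06 (adjusted p = 1.54e-30 from camera), and 25 of them were called lower and 0 higher. In all 43 genes the 3 siBAP18 libraries were separated from the 3 siCtrl libraries. The 52 G2/M genes had a median log2 fold change of −0.64 (adjusted p = 7.73e-20 from camera), with 16 called lower and 0 higher. At an adjusted p alone, 0 S-phase genes and 2 G2/M genes were higher. The S-phase gene with the smallest adjusted p was CLSPN, at a log2 fold change of −2.03 (standard error 0.0938, adjusted p = 5.31e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). UHRF1 (log2 fold change −1.64), HELLS (−1.45) and EXO1 (−1.73) were also called. Among the G2/M genes, TMPO fell by 1.65 on the log2 scale (adjusted p = 4.31e-16 from the same test), and its 3′ UTR holds a 7mer site for the guide strand of siBAP18#3. KIF11 (log2 fold change −1.46), ANLN (−1.41) and TOP2A (−1.31) were called lower. MKI67, which encodes the proliferation marker Ki-67, was at 562.5 ± 21.0 CPM (SD, n = 3) in siCtrl cells and 245.6 ± 21.1 (SD, n = 3) in siBAP18 cells. Its log2 fold change was −1.20 (adjusted p = 6.89e-13 from the same test). BPTF had a log2 fold change of −0.48 (adjusted p = 2.80e-06 from the same test).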

Gene Ontology (GO) functional analysis of these DEGs showed that they are involved in various functions and pathways, including single-organism processes, cellular processes, protein binding, cell cycle, and biological regulation (Fig. 4*C*). 

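Hand-compiled lists stood for the KEGG terms, since no pathway database was at hand, and their medians are log2 fold changes over the genes tested. The 35 DNA replication genes had a median of −0.61 (adjusted p = 2.73e-08 from camera), with 6 called lower and 0 higher. Of these, 27 were lower and 5 higher at an adjusted p under 0.05. MCM4 (log2 fold change −1.07), POLA1 (−1.08), DNA2 (−1.60) and MCM6 (−1.12) had the smallest adjusted p, and MCM6 holds a 7mer site for the guide of siBAP18#3. Without siBAP18 replicate 3, MCM4 (−0.99) and MCM6 (−0.98) were no longer called. The 116 cell cycle genes had a median of −0.17 (adjusted p = 3.15e-04 from camera), with 12 called lower and 3 higher. CDC6 (log2 fold change −1.31) and CDK1 (−1.25) fell, while CDKN1A (1.74) and GADD45A (1.62) rose. The 63 genes of the Fanconi anemia and homologous recombination terms had a median of −0.39 (adjusted p = 7.12e-07 from camera), and 9 were called lower and 0 higher, among them BRCA1 (log2 fold change −1.57). The 111 pluripotency genes had a median of −0.14 (adjusted p = 0.0234 from camera), with 8 called lower and 2 higher. This list was not called with an estimated inter-gene correlation (adjusted p = 0.18 from camera). Of its members, IL6ST fell by 1.07 on the log2 scale and holds an 8mer site for the same guide. The 162 Rap1 genes had a median of −0.06 (adjusted p = 0.245 from camera). While camera asks whether the genes of a list changed more than other genes, fry asks whether they changed at all. By fry, the Rap1 list was called (adjusted p = 6.67e-04). Its members included CDH1 (log2 fold change −1.32, 7mer site), PRKCI (−1.42, 8mer site), MAP2K3 (1.06) and ITGAM (2.22). The 129 Hippo genes (median −0.03) and the 64 non–small cell lung cancer genes (median −0.02) both had an adjusted p of 0.787 from camera. In the Hippo list, 8 genes were called lower, among them CDH1 (log2 fold change −1.32), and 7 higher, among them BBC3 (2.96) and CYR61 (2.10). In the non–small cell lung cancer list, 5 were called lower and 2 higher. Of these, EML4 (log2 fold change −1.08) was called lower, but not without siBAP18 replicate 3 (−0.99). Called-lower genes were also compared by Fisher's exact test, one-sided and adjusted over the lists. They were in excess for DNA replication (odds ratio 5.36, adjusted p = 0.00517) and cell cycle (3.00, adjusted p = 0.00485). The same held for Fanconi anemia and homologous recombination (4.33, adjusted p = 0.00238) and, less strongly, for Rap1 (2.08, adjusted p = 0.0424). The pluripotency, Hippo and non–small cell lung cancer lists showed no such excess (adjusted p from 0.113 to 0.182). Of the 10 lists that camera called, all but the pluripotency list were also called with an estimated correlation, and all 10 were called by fry. With the estimated correlation, the adjusted p from camera was 0.0143 for S-phase genes and 0.0157 for G2/M genes. Over the 9 lists still called it reached 0.0497, so the much smaller values given rest on the preset correlation of 0.01.

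**Figure D1:**
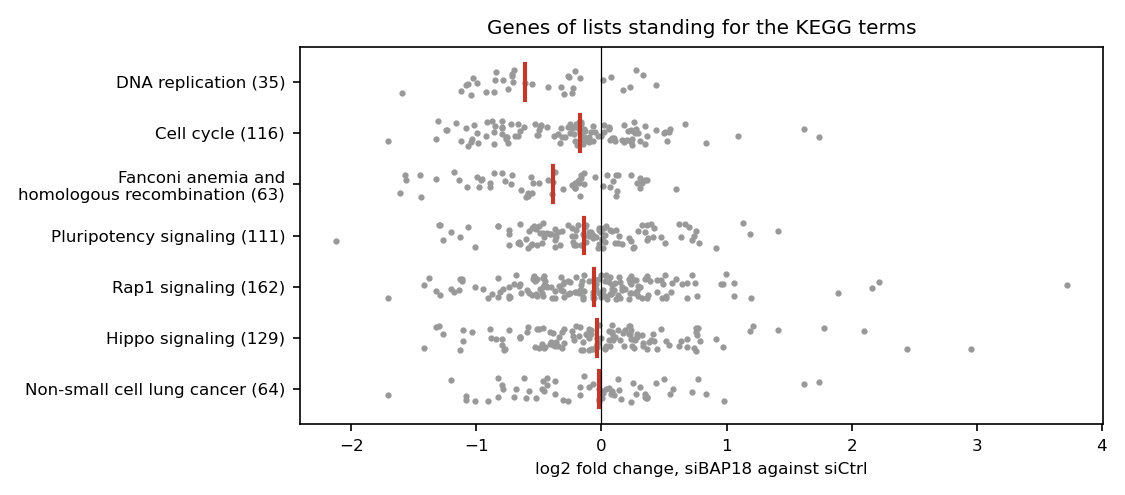
Log2 fold change of each tested gene (gray points, spread vertically for display) in the lists standing for KEGG terms, with each list's median as a red bar and its number of genes tested in brackets. The median is lowest for DNA replication, at −0.61, and nearest 0 for non–small cell lung cancer, at −0.02.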

Kyoto Encylopedia of Genes and Genomes enrichment analysis indicated involvement in stem cell pluripotency, Rap1 signaling pathway, cancer, NSCLC, metabolism, Hippo signaling pathway, DNA replication, and cell cycle (Fig. 4*D*). 

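Lists compiled in the same way stood for the terms of Fig. 4E. The 63 genes of G1 to S control had a median log2 fold change of −0.24 (adjusted p = 2.11e-04 from camera), with 13 called lower and 3 higher. MDM2 was among those called higher, at 1.09, although its 3′ UTR holds a 7mer site for the guide of siBAP18#3. The 84 genes of transforming growth factor-β signaling had a median of 0.01 (adjusted p = 0.125 from camera). Of these, 12 were called higher and 4 lower, and called-higher genes were in excess (odds ratio 3.39, adjusted p = 0.00507, one-sided Fisher's exact test). The median of this list was −0.022 without siCtrl replicate 1 and −0.016 without siCtrl replicate 2. ZEB2 had a log2 fold change of 2.40 in this list, although its 3′ UTR also holds a 7mer site for this guide. The 68 genes of β-catenin nuclear signaling had a median of −0.0024 (adjusted p = 0.787 from camera), with 3 called lower and 1 higher. The called genes were CYR61, which rose, and VCAN (log2 fold change −1.73, 7mer site), ID2 and TLE2 (−1.02), which fell. TLE2 was not called in 3 of the 6 fits that each left out one library (log2 fold change from −0.95 to −0.89). In this list, 23 genes were lower and 20 higher at an adjusted p under 0.05.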

Further analysis of a subset of genes significantly regulated by BAP18 and involved in cell growth and tumor progression revealed that these genes affect tumor development through cell cycle progression, transforming growth factor-β signaling pathway, and β-catenin nuclear translocation signaling pathway (Fig. 4*E*). β-catenin is a crucial transcriptional coactivator in the Wnt signaling pathway, regulating Wnt target gene expression. In the absence of Wnt signaling, β-catenin is sequestered in the cytoplasm by a destruction complex composed of APC, AXIN, CK1, and GSK3β and degraded by the proteasome upon phosphorylation. When Wnt signaling is present, β-catenin translocates into the nucleus, binds to T-cell factor (TCF)–lymphoid enhancer–binding factor (LEF), and activates transcription of Wnt target genes.

**Figure 4:**
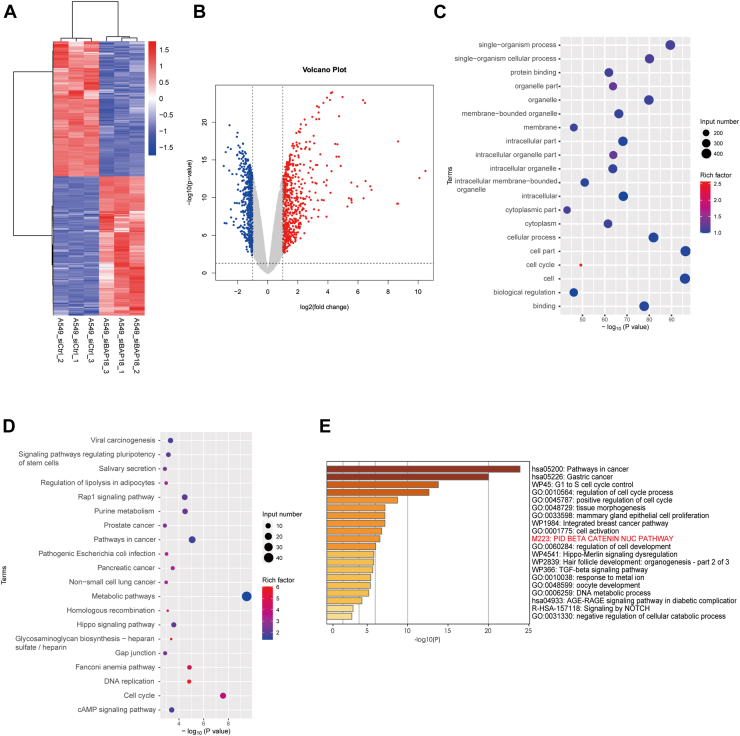
**Transcriptomic profiling identifies BAP18-associated gene expression changes and enriched signaling pathways.***A*, heatmap showing differentially expressed genes (DEGs) between BAP18 knockdown and control groups. Each *column* represents an individual sample, and *rows* represent normalized gene expression values (*Z*-score). *B*, volcano plot showing significantly upregulated (*red*, n = 580) and downregulated (*blue*, n = 563) genes following BAP18 knockdown. DEGs were defined as |log_2_(fold change)|>1 and adjusted *p* < 0.05. *C*, Gene Ontology (GO) enrichment analysis of downregulated genes after BAP18 knockdown, categorized under biological process terms. Dot size indicates the number of input genes; color denotes rich factor. *D*, KEGG pathway enrichment analysis based on DEGs affected by BAP18 knockdown. *E*, selected enrichment terms related to cell proliferation, tumorigenesis, and cell cycle regulation. Pathways include both GO and KEGG categories, and pathways are ranked by statistical significance. BAP18, BPTF-associated protein of 18 kDa; KEGG, Kyoto Encyclopedia of Genes and Genomes.

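Of 15 genes chosen, before the data were examined, from those the paper names in Wnt signaling, among its targets and as BAP18's partners, 14 passed the filter on low counts. At an adjusted p under 0.05, 6 were lower and 5 higher in siBAP18 cells, and the same number, 11, was reached when adjusted over the list alone. Among the 5, MMP7 and CSNK1A1 did not pass in every alternative. Only JUN and ID2 also passed the threshold on the fold change. CCND1, on chromosome 11 from 69641087 to 69654474, was at 378.4 ± 15.7 CPM (SD, n = 3) in siCtrl cells and 218.0 ± 16.8 (SD, n = 3) in siBAP18 cells. Its log2 fold change was −0.79 (standard error 0.0701, adjusted p = 8.03e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its 3′ UTR holds a 7mer site for the guide strand of siBAP18#3. AXIN2 (log2 fold change −0.31, adjusted p = 0.0023 from the same test) and CD44 (−0.34, adjusted p = 7.60e-05) were lower as well. JUN rose from 20.03 ± 1.00 to 210.1 ± 21.1 CPM (SD, n = 3 each), a log2 fold change of 3.39 (adjusted p = 5.93e-21 from the same test). ID2 fell by 1.30 on the log2 scale (adjusted p = 2.70e-10 from the same test). MYC did not change by more than its error (log2 fold change −0.03, adjusted p = 0.771 from the same test), but with GC and length offsets, chosen after seeing the data, it was −0.15 (adjusted p = 0.0415). MMP7 had a log2 fold change of 0.19 (adjusted p = 0.0421 from the same test). This was not under 0.05 in 5 of the 6 fits that each left out one library (adjusted p from 0.0814 to 0.2), in the 3 limma alternatives, with total counts only or with no filter. Of the β-catenin destruction complex, APC fell by 0.65 on the log2 scale (adjusted p = 2.10e-06 from the same test; 7mer site for the same guide) and AXIN1 rose by 0.74 (adjusted p = 1.11e-09). CSNK1A1 rose by 0.29 (adjusted p = 0.00169 from the same test, but 0.0969 with limma on log2(RPKM + 1) and no filter; 7mer site), and GSK3B had a log2 fold change of −0.083 (adjusted p = 0.411; 7mer site). CTNNB1, which encodes β-catenin, had a log2 fold change of −0.40 (adjusted p = 5.70e-05 from the same test). PAF1 rose by 0.62 (adjusted p = 1.53e-07 from the same test), and ACTL6A had a log2 fold change of −0.0065 (adjusted p = 0.944). CCND2 had 0, 0 and 2 counts in the siCtrl libraries and 10, 8 and 4 in the siBAP18 libraries, at least 2.27-fold higher, and was not tested. Lists of 56 Wnt pathway components (median −0.0092, adjusted p = 0.708) and 37 Wnt target genes (median −0.038, adjusted p = 0.787) were not called by camera. By fry, the first list was called lower (adjusted p = 0.00126) and the second was not called (adjusted p = 0.101). Since fry does not compare a list with other genes and called 14 of the 18 lists, this does not set the first list apart from other genes. WNT4 (log2 fold change −1.27, 8mer site) and WNT7A (1.41) were called in the first list, and FOSL1 (3.70) in the second. From the genes changed by knockdown, the paper turns to whether BAP18 takes part in transcription driven by β-catenin.

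**Figure D2:**
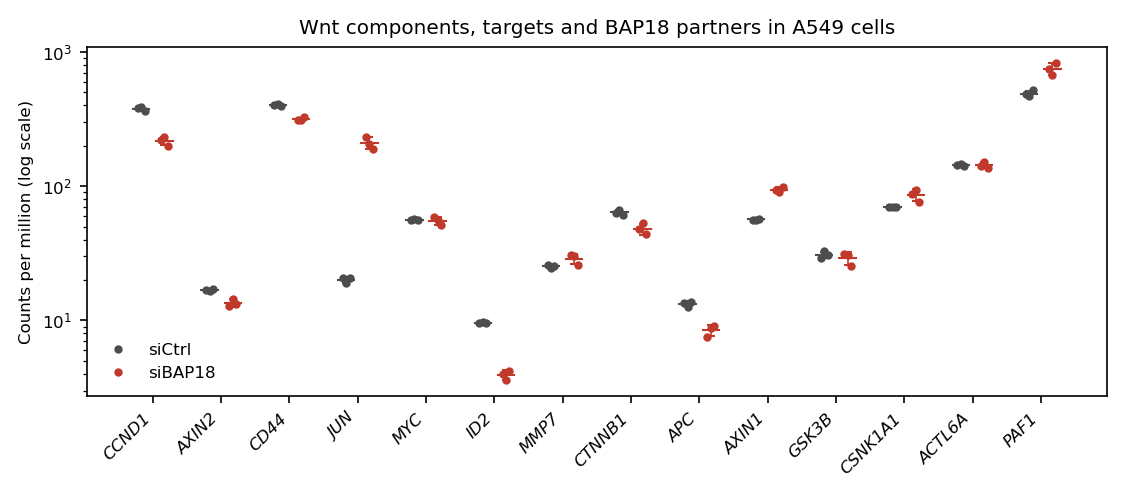
CPM (log axis) of 14 genes in each of the 3 siCtrl (gray) and 3 siBAP18 (red) libraries, with the mean as a horizontal line and the SD as error bars. JUN lies about 20.03 in siCtrl and 210.1 in siBAP18 libraries, and the libraries of MYC, GSK3B and ACTL6A overlap between the groups.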

Transcriptomic sequencing results indicate that BAP18 knockdown alters the expression of several genes, including components of the Wnt signaling pathway, in NSCLC cell lines.

### BAP18 upregulates β-catenin-mediated transcriptional activity and promotes downstream target gene expression

We conducted exogenous and endogenous co-IP experiments in A549 and H1299 cells to investigate the relationship between BAP18 and β-catenin. The results showed that exogenously transfected BAP18 and β-catenin could interact, and endogenous BAP18 and β-catenin interacted in cells (Fig. 5, *A*–*D*). As BAP18 is a coregulator, it remained unclear whether it participates in β-catenin-mediated Wnt signaling pathway transcriptional activation. Therefore, we conducted dual-luciferase reporter assays. The results demonstrated that BAP18 upregulated β-catenin-mediated gene transcriptional activity in the presence of lithium chloride (LiCl) or Wnt3a recombinant protein stimulation (Fig. 5, *E*–*H*). Subsequent dual-luciferase reporter assays in BAP18 knockdown A549 and H1299 cells showed that silencing BAP18 reduced β-catenin-mediated gene transcriptional activity (Fig. 5, *I* and *J*).

**Figure 5:**
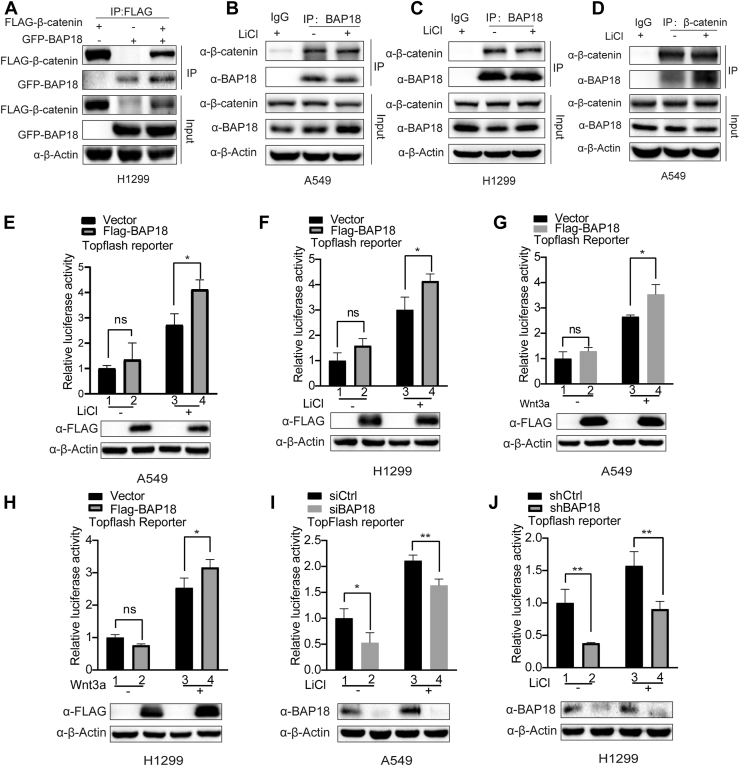
**BAP18 interacts with β-catenin and upregulates β-catenin-mediated gene transcription.***A*, coimmunoprecipitation (Co-IP) assay showing exogenous interaction between FLAG-tagged β-catenin and GFP-tagged BAP18 in H1299 cells. Lysates were immunoprecipitated with anti-FLAG and probed for BAP18 and β-catenin. *B*–*D*, endogenous interaction between BAP18 and β-catenin in A549 and H1299 cells with or without LiCl stimulation (20 mM, 24 h). *E*–*H*, luciferase reporter assays using the TopFlash reporter to assess β-catenin transcriptional activity in A549 and H1299 cells transfected with FLAG-BAP18 or vector control, treated with LiCl (20 mM) or Wnt3a (50 ng/ml) for 24 h. Luciferase activity was normalized to protein levels. *I* and *J*, luciferase reporter assays in A549 (*I*) and H1299 (*J*) cells after BAP18 knockdown using siRNA or shRNA, respectively, with or without LiCl stimulation. β-Actin was used as a loading control. Original blots are shown in Fig. S6. Data are shown as mean ± SEM from three independent experiments. Statistical analysis was performed using unpaired two-tailed Student’s *t* test. ∗∗*p* < 0.01; ∗*p* < 0.05; ns, no statistical significance. BAP18, BPTF-associated protein of 18 kDa; LiCl, lithium chloride.

To clarify the effect of BAP18 on β-catenin-mediated Wnt signaling pathway target gene expression, we selected classical Wnt pathway target genes for RNA and protein level validation. BAP18 expression was knocked down in A549 and NCI-H1299 cells using siRNA, with siCtrl as the control group, and 20 mM LiCl was added for stimulation, with NaCl as the negative control. After 12 h of treatment, RNA was collected for quantitative PCR (qPCR) analysis. The results showed that siRNA significantly reduced BAP18 mRNA levels, and under LiCl stimulation, CCND1, AXIN2, CD44, c-JUN, c-myc, and matrix metalloproteinase 7 (MMP7) mRNA levels were significantly increased compared with the control group (Fig. 6, *A* and *B*). Knockdown of BAP18 resulted in decreased levels of these mRNAs, whereas ID2 mRNA levels were not significantly affected. After 24 h of treatment, protein was extracted for Western blot analysis. Under LiCl stimulation, CCND1, c-myc, and CD44 protein levels increased, and BAP18 knockdown reduced these protein levels, consistent with mRNA changes (Fig. 6, *C* and *D*). In addition, in A549 cells overexpressing FLAG-BAP18 plasmid, BAP18 expression levels were significantly elevated, and CCND1, c-myc, and CD44 protein levels correspondingly increased (Fig. 6, *E* and *F*). These results suggest that BAP18 can influence the transcription and protein levels of downstream target genes in the β-catenin-mediated Wnt signaling pathway.

**Figure 6:**
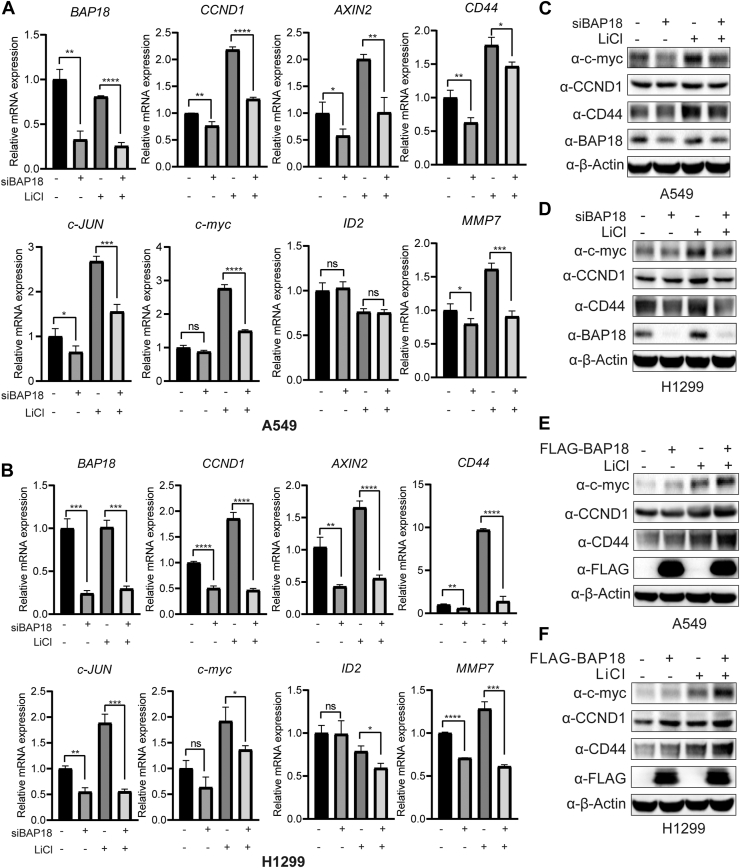
**BAP18 modulates the transcription and protein expression of β-catenin downstream target genes.***A* and *B*, quantitative real-time PCR analysis of mRNA expression levels of β-catenin target genes (cyclin D1 [CCND1], AXIN2, CD44, c-JUN, c-MYC, ID2, and MMP7) in A549 (*A*) and H1299 (*B*) cells following BAP18 knockdown by siRNA (siBAP18) or control siRNA (siCtrl), with or without LiCl stimulation (20 mM, 12 h). *C* and *D*, Western blot analysis of c-Myc, CCND1, and CD44 protein levels in A549 (*C*) and H1299 (*D*) cells following BAP18 knockdown, with or without LiCl stimulation. β-Actin was used as a loading control. *E* and *F*, Western blot analysis of c-Myc, CCND1, and CD44 protein levels in A549 (*E*) and H1299 (*F*) cells transfected with FLAG-BAP18 or control vector, treated with or without LiCl. Original blots are provided in Fig. S7. Data are shown as mean ± SEM from three independent experiments. Statistical analysis was performed using unpaired two-tailed Student’s *t* test. ∗∗∗∗*p* < 0.0001; ∗∗∗*p* < 0.001; ∗∗*p* < 0.01; ∗*p* < 0.05; ns, no statistical significance. BAP18, BPTF-associated protein of 18 kDa; LiCl, lithium chloride.

### BAP18 recruits ACTL6A and PAF1 to the β-catenin-mediated Wnt target gene promoter

Our study confirmed that BAP18 can interact with β-catenin in NSCLC cells, upregulating β-catenin-mediated transcriptional activity and promoting Wnt signaling pathway gene expression. However, as a "reader" of histone H3K4me3, BAP18 requires "writers" or "erasers" to alter chromatin epigenetic signals, thereby recruiting relevant proteins to change chromatin structure and activate gene transcription. To identify potential BAP18-associated coregulators, we performed shotgun LC–MS/MS on immunoprecipitates from cells overexpressing FLAG-tagged BAP18 or empty vector controls. Comparative analysis revealed several candidate interactors enriched in the BAP18 group, among which ACTL6A and PAF1 were prioritized for further investigation based on their detection with unique peptides and known involvement in chromatin remodeling and transcriptional regulation. These findings are detailed in Table 2. Subsequent endogenous coimmunoprecipitation (co-IP) experiments in A549 cells confirmed that BAP18 could interact with β-catenin, ACTL6A, and PAF1 (Fig. 7*A*). We also examined the impact of BAP18 expression on ACTL6A and PAF1. The results indicated that knocking down or overexpressing BAP18 led to a corresponding decrease or increase in BAP18 protein levels, whereas the protein levels of ACTL6A and PAF1 remained largely unchanged (Fig. 7, *B* and *C*).

**Table 2:** Mass spectrometry–based identification of ACTL6A and PAF1 in BAP18-associated protein complexes

Gene name	Coverage/%	Peptides	PSMs	Unique peptides
CTNNB1	18	10	12	8
ACTL6A	3	1	1	1
PAF1	3	1	1	1

Mass spectrometry analysis was performed to identify proteins interacting with BAP18. The table shows representative hits including CTNNB1 (β-catenin), ACTL6A, and PAF1. For each protein, values represent the percentage sequence coverage, total number of peptides identified, peptide-spectrum matches (PSMs), and number of unique peptides. The full list of mass spectrometry–identified proteins is provided in the Supplementary Table.

**Figure 7:**
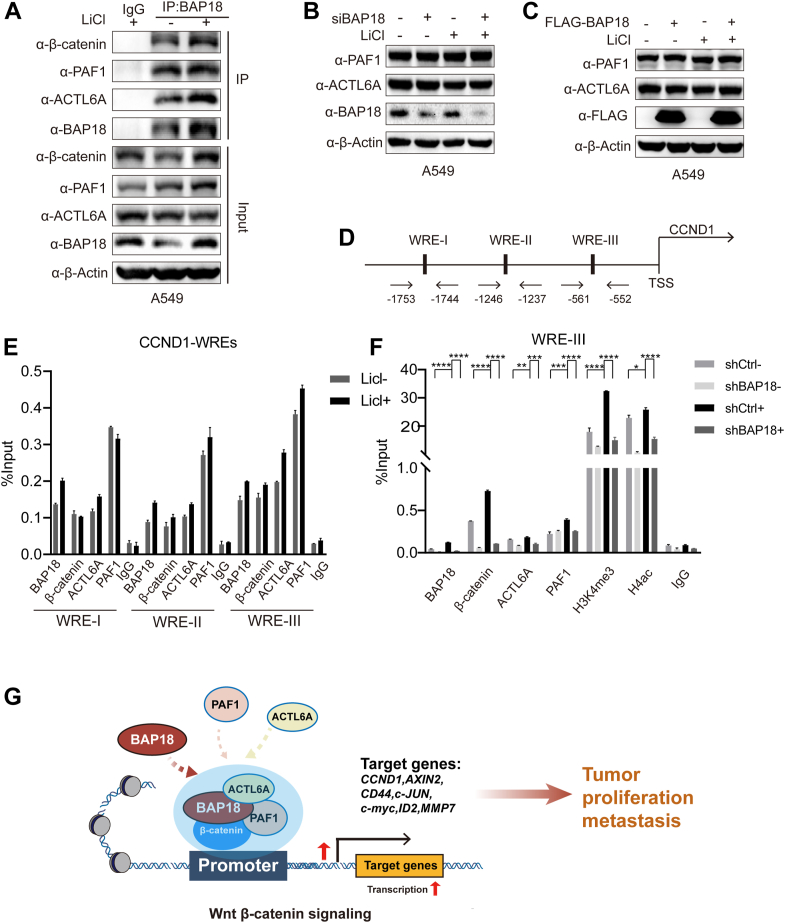
**BAP18 forms a transcriptional complex with β-catenin, ACTL6A, and PAF1 to promote target gene activation at the CCND1 WRE-III region.***A*, co-IP showing endogenous interactions among BAP18, ACTL6A, PAF1, and β-catenin in A549 cells, with or without LiCl stimulation. *B* and *C*, Western blot analysis of ACTL6A and PAF1 protein levels in A549 cells after BAP18 knockdown using siRNA (*B*) or overexpression *via* FLAG-BAP18 transfection (*C*), with or without LiCl stimulation. β-Actin was used as a loading control. *D*, schematic representation of the predicted Wnt-responsive elements (WRE-I–WRE-III) in the human CCND1 promoter region, with transcription start site (TSS) annotated. *E*, ChIP assays showing enrichment of BAP18, β-catenin, ACTL6A, and PAF1 at WRE-I, WRE-II, and WRE-III regions of the CCND1 promoter under LiCl stimulation in A549 cells. ChIP signals were quantified by quantitative PCR (qPCR) and normalized to input DNA. *F*, ChIP assays in stable BAP18 knockdown and control A549 cells, treated with 20 mM LiCl for 12 h. Enrichment of BAP18, β-catenin, ACTL6A, PAF1, and histone modifications (H3K4me3, H4ac) at the WRE-III region was assessed by qPCR. *G*, schematic model of the proposed mechanism. Original blots are provided in Fig. S8. Data are shown as mean ± SEM from three independent replicates. Statistical analysis was performed using unpaired two-tailed Student’s *t* test. ∗∗∗∗*p* < 0.0001; ∗∗∗*p* < 0.001; ∗∗*p* < 0.01; and ∗*p* < 0.05. ACTL6A, actin like 6A; BAP18, BPTF-associated protein of 18 kDa; CCND, cyclin D; ChIP, chromatin immunoprecipitation; Co-IP, coimmunoprecipitation; LiCl, lithium chloride; PAF1, polymerase-associated factor 1; WRE, Wnt responsive element.

To determine whether BAP18, β-catenin, ACTL6A, and PAF1 can be recruited to the Wnt downstream gene response element region (WRE) under LiCl stimulation, we conducted chromatin immunoprecipitation (ChIP) assays in A549 cells. CCND1 is a well-known downstream target gene of the Wnt signaling pathway, so we selected it as the target gene for our study. Database predictions identified three potential β-catenin–TCF binding sites (WRE) in the promoter region of CCND1, named CCND1-WRE-I, CCND1-WRE-II, and CCND1-WRE-III, and designed corresponding primers for each site (Fig. 7*D*). ChIP results showed that BAP18, β-catenin, ACTL6A, and PAF1 were mainly recruited to the CCND1-WRE-III region, indicating that β-catenin primarily binds to this region to execute its transcriptional role on target genes (Fig. 7*E*).

To investigate the impact of BAP18 on β-catenin recruitment, we performed ChIP assays in A549 cells with stable BAP18 knockdown (shBAP18) and control cells (shCtrl) under LiCl stimulation, using NaCl as a control. We observed the recruitment levels and histone modifications H3K4me3 and H4ac. The results showed that in the BAP18 knockdown group, the recruitment of β-catenin, ACTL6A, and PAF1 to the CCND1-WRE-III region decreased, accompanied by reduced levels of H3K4me3 and H4ac (Fig. 7*F*).

## Discussion

Lung cancer is the leading cause of cancer-related mortality in men over 40 and women over 60 years (32). Despite stringent public health measures to reduce lung cancer incidence through smoking cessation and early lung cancer screening programs that have decreased mortality risk, a substantial proportion of patients present with advanced-stage disease at diagnosis, precluding curative treatment (33). Historically, chemotherapy has been the mainstay of treatment for advanced lung cancer and continues to play a central role in current clinical practice. Over the past decade, the discovery of predictive biomarkers has enabled the development of targeted therapies and immunotherapies, which are now often used in combination with chemotherapy to enhance treatment efficacy and broaden therapeutic options (34, 35). Although these treatments have significantly improved the prognosis of NSCLC patients, resistance to these treatments inevitably develops (36, 37, 38), necessitating the identification of novel therapeutic targets.

TCGA and the Human Epigenome Project have elucidated the intratumoral and intertumoral heterogeneity, highlighting that even in lung cancers driven by the same oncogenes, phenotypic variations exist among different subclonal states. Epigenetic regulation, including DNA methylation, histone modifications, chromatin remodeling, and noncoding RNAs, plays a crucial role in these subclonal states and can persist throughout tumor progression (39). Proteins that modulate chromatin conformation are categorized into "writers," "erasers," and "readers," each serving distinct functions (40). In lung cancer, overexpression of histone methyltransferases for H3 and H4 is associated with poor prognosis (41). For instance, the demethylase LSD1, overexpressed in NSCLC, promotes lung cancer cell proliferation and invasion (42, 43). "Reader" proteins recognize specific histone marks and recruit coregulators to transcriptionally active regions, thereby modulating gene expression (44).

BAP18, an H3K4me3 reader, is enriched in the NURF–BPTF complex and functions as an important chromatin regulatory cofactor (27). It acts as a coactivator of nuclear hormone receptors such as AR and ER, thereby promoting the progression of prostate and breast cancers by enhancing histone modifications and transcriptional activation at hormone-responsive elements (28, 29, 45). In triple-negative breast cancer (46) and acute myeloid leukemia (47), BAP18 contributes to tumor progression by regulating chromatin accessibility at enhancer regions or insulator elements, maintaining oncogenic transcription programs. In hepatocellular carcinoma, BAP18 promotes metabolic adaptation and therapy resistance by activating lipid metabolism pathways through peroxisome proliferator–activated receptor alpha–mediated transcription (48). Likewise, in oral squamous cell carcinoma, BAP18 promotes cell cycle progression and proliferation by activating CCND1 and CCND2 transcription *via* MLL1 complex recruitment and H3K4me3 enrichment at their promoters (49). In addition, a previous study reported that BAP18 is upregulated in NSCLC tissues and promotes tumor cell proliferation by transcriptionally activating CCND1 and CCND2, suggesting a potential oncogenic role (30). However, the broader regulatory mechanisms of BAP18 in lung cancer have not been fully elucidated. In the present study, we confirmed and extended these findings by demonstrating that BAP18 expression is significantly elevated in NSCLC tissue samples. Although the increase in transcript levels observed in public datasets appears modest, our independently collected clinical samples showed a more pronounced elevation at the protein level, as determined by Western blot and immunohistochemistry. This discrepancy may reflect differences in patient cohorts, sequencing platforms, or sample processing and could also be influenced by post-transcriptional mechanisms, such as enhanced translational efficiency or increased protein stability.

Knockdown of BAP18 in NSCLC cell lines increased the proportion of cells in the G1 phase, decreased the S phase proportion, slowed cell proliferation, and inhibited tumor growth and migration. These cell cycle changes are consistent with previous findings that BAP18 promotes NSCLC cell proliferation by transcriptionally activating CCND1 and CCND2, two key regulators of the G1–S transition (30). In addition, BAP18 downregulation in BALB/c mouse xenograft models significantly inhibited tumor growth, providing *in vivo* evidence that was not addressed in earlier studies. These findings suggest that BAP18 functions as an oncogene in NSCLC. Interestingly, while BAP18 knockdown affected both cell proliferation and migration, the inhibitory effect on migration appeared more prominent. This observation, together with transcriptomic findings highlighting suppression of pathways such as Rap1 and β-catenin signaling, suggests a potential role for BAP18 in modulating tumor cell motility. Consistent with this observation, clinical sample analysis further revealed that high BAP18 expression was significantly associated with lymph node metastasis (N1–N3, *p* = 0.024) and advanced clinical stage (stage II–III, *p* = 0.030). These associations support the notion that BAP18 may contribute to tumor aggressiveness and metastatic progression in NSCLC. Further investigation will be needed to determine whether this migratory phenotype is a primary mechanism by which BAP18 contributes to NSCLC progression.

To explore the pathways through which BAP18 promotes NSCLC progression, we performed transcriptomic sequencing. Changes in BAP18 expression led to alterations in a series of genes. GO enrichment analysis of DEGs revealed involvement in diverse functions and pathways, including protein binding, cellular processes, cell cycle, and biological regulation. We identified a subset of genes significantly regulated by BAP18 involved in cell growth and tumor development. Enrichment analysis indicated these genes promote tumor progression *via* the β-catenin nuclear translocation signaling pathway. The most well-known pathway mediated by β-catenin is the Wnt–β-catenin signaling pathway, which involves β-catenin translocating from the cytoplasm to the nucleus, binding to TCF–LEF transcription factors, activating TCF–LEF transcriptional activity, and regulating downstream target genes (50). Depending on the downstream target genes, it executes various biological functions, such as CCND1 and c-myc, which are related to cell proliferation, differentiation, cell cycle regulation, and tumor growth (51, 52, 53); CD44, which plays a crucial role in stem cell maintenance (54); and MMPs, which are closely associated with tumor invasion and metastasis (55, 56). BAP18 alteration affects Wnt–β-catenin downstream gene expression. Dual-luciferase reporter assays confirmed that BAP18 overexpression upregulates β-catenin-mediated gene transcription activity upon stimulation with LiCl or recombinant Wnt3a protein, whereas BAP18 knockdown decreases this activity. Silencing BAP18 reduced mRNA and protein levels of a series of Wnt–β-catenin signaling pathway target genes, indicating that BAP18 promotes Wnt–β-catenin target gene transcription, thereby mediating lung cancer progression through the Wnt–β-catenin signaling pathway.

The Wnt signaling pathway is a conserved evolutionary pathway playing a vital role in embryonic development, adult stem cell homeostasis, and tissue regeneration (57). It includes the canonical β-catenin-mediated pathway and noncanonical pathways like Wnt/Ca^2+^ and planar cell polarity pathways (58). The canonical Wnt signaling pathway primarily controls cell proliferation, and its dysregulation is associated with various diseases, including skeletal disorders, pigmentary abnormalities, neurodegenerative diseases, and chronic obstructive pulmonary disease (59, 60, 61, 62). The Wnt–β-catenin pathway plays an oncogenic role in various cancers (63, 64, 65, 66, 67). The Wnt–β-catenin pathway involves extracellular signals, membrane fragments, cytoplasmic fragments, and nuclear fragments. Extracellular signals are mediated by 19 Wnt proteins, including Wnt3a, Wnt1, and Wnt5a (68). The membrane segment contains Wnt receptors Frizzled and LRP5/6. The cytoplasmic segment includes β-catenin, DVL, GSK-3β, AXIN, APC, and CK1. The nuclear fragment includes β-catenin, TCF–LEF family members, and downstream Wnt–β-catenin target genes, such as MMPs and c-Myc. In the absence of Wnt stimulation, the "destruction complex" phosphorylates and ubiquitinates β-catenin, leading to its degradation and inhibiting Wnt target gene transcription. When Wnt signaling is recognized, the "destruction complex" is recruited to the cell membrane, releasing β-catenin into the cytoplasm to enter the nucleus, where it binds to TCF–LEF, promoting gene expression (69).

Wnt–β-catenin pathway dysregulation is often caused by mutations in various pathway components, particularly mutations or silencing of Wnt tumor suppressor genes, Axin1/2 mutations, and GSK3β loss (70, 71, 72). APC mutations are also found in 80% of colorectal adenomas and metastatic colorectal cancers and are among the earliest mutations in colorectal cancer development (73, 74). Unlike the frequent APC mutations in colorectal cancer, APC mutations are rare in lung cancer (75). Gene expression regulation is an extremely complex and precise process, with transcriptional regulation being a major mode of gene control. Recent studies have found that transcriptional regulation requires numerous coregulators, and aberrant expression of coregulators is a significant factor in the Wnt–β-catenin signaling pathway–mediated gene transcription abnormalities. Activation of Wnt target genes does not occur immediately; once activating transcription factors bind to DNA, they need to recruit chromatin remodelers, mediator complexes, and coactivators to alter chromatin structure near gene transcription sites, anchoring and activating RNA polymerase II at the transcription initiation site (76). Over 10 transcriptional coactivators are involved in β-catenin target gene activation, including FHL2, TBP, and CBP/p300 (77), making gene expression regulation more efficient and precise.

To explore the microenvironment of BAP18's upregulation of β-catenin, we used proteomics to identify proteins cobinding with BAP18. ACTL6A, formerly known as BAF53A, is part of the SWI–SNF chromatin remodeling complex, altering chromatin structure by changing DNA–histone contacts within nucleosomes in an ATP-dependent manner (78). It is also a component of the NuA4 histone acetyltransferase complex, primarily participating in transcriptional activation by acetylating nucleosomal histone H4 and H2A (79). Recent studies show that ACTL6A is involved in β-catenin-mediated gene expression regulation, impacting transcriptional regulation, DNA double-strand repair, and nuclear factor aggregation. PAF1 is a component of the PAF1 complex (PAF1C), crucial for the development and maintenance of embryonic stem cell pluripotency (80). PAF1C is reported to be necessary for the transcription of Hox and Wnt target genes (81). PAF1C participates in histone modifications, such as histone H2B ubiquitination and H3K4me3 methylation, thereby regulating gene transcription (82). Histone H3K4me3 and H4ac are closely associated with transcriptional activity, and experiments have confirmed that BAP18 can interact with both. BAP18, β-catenin, ACTL6A, and PAF1 can be recruited to the promoter region of the classical Wnt target gene CCND1. Silencing BAP18 reduces the recruitment levels of β-catenin, ACTL6A, and PAF1, accompanied by decreased recruitment of histone modifications H3K4me3 and H4ac, demonstrating that BAP18 interacts with ACTL6A and PAF1 to synergistically upregulate β-catenin transcription. Thus, we hypothesize that BAP18, ACTL6A, and PAF1 form a complex, enhancing chromatin accessibility at target gene promoter regions or other regulatory regions, which may require further assay for transposase-accessible chromatin using sequencing to elucidate chromosomal complexity (45).

## Conclusion

To sum up, in NSCLC, BAP18 is recruited to the promoter region of Wnt target genes, where it facilitates the recruitment of β-catenin, ACTL6A, and PAF1, and enhances the levels of histone modifications H3K4me3 and H4ac, promoting transcriptional activation of Wnt–β-catenin target genes and enhancing lung cancer cell proliferation and migration (Fig. 7*G*). This indicates that BAP18 could serve as a potential therapeutic target for NSCLC.

## Experimental procedures

### Human ethics approval

All human lung tissues were obtained from the First Hospital of China Medical University. All experiments involving human samples were conducted in accordance with the relevant guidelines and regulations and were approved by the Ethics Committee of the First Hospital of China Medical University. Informed consent was obtained from all participants and/or their legal guardians. The human studies reported in this article abide by the principles of the Declaration of Helsinki.

### Plasmids and antibodies

Expression plasmids for FLAG-β-catenin and pcDNA3.1 were kindly provided by the Chromosome Biology Laboratory at China Medical University. The plasmids for FLAG-BAP18 and GFP-BAP18 were constructed in our laboratory. The antibodies used in this study included anti-BAP18 (Bethyl Laboratories, Sigma), anti-H3K4me3 (Millipore), anti-H4ac (Millipore), anti-β-actin (Proteintech), anti-β-catenin (Cell Signaling and Proteintech), anti-cyclin D1 (Proteintech), anti-GFP tag (Proteintech), anti-c-myc (Proteintech), anti-CD44 (Proteintech), anti-ACTL6A (Proteintech), anti-PAF1 (Proteintech), anti-FLAG tag (GNI), anti-rabbit/mouse IgG (ABclonal), and anti-IgG (Santa Cruz). Antibody specificity was confirmed by observing single bands at expected molecular weights and by comparing expression levels between knockdown and control samples. For selected antibodies, specificity was further validated by peptide competition assays or using siRNA-mediated knockdown of the target protein.

### siRNA and lentivirus

siRNA duplexes targeting BAP18 and control siRNA were purchased from Sigma–Aldrich. The sequences for the siRNA were as follows: siBAP18#1: 5′-GGGACGAUCUUAAUCACAUTT-3′ (antisense: 5′-AUGUGAUUAAGAUCGUCCCTT-3′); siBAP18#2: 5′-CAAGGUAUAUGAAGAUUCUTT-3′ (antisense: 5′-AGAAUCUUCAUAUACCUUGTT-3′); and siBAP18#3: 5′-CCAGCUAAGAAACUCAACUTT-3′ (antisense: 5′-AGUUGAGUUUCUUAGCUGGTT-3′); and siCtrl: 5′-UUCUCCGAACGUGUCACGUTT-3′ (antisense: 5′-ACGUGACACGUUCGGAGAATT-3′). 

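The sense strand of each BAP18 siRNA matches the coding sequence of C17orf49 in GENCODE 29. In its protein-coding transcripts of 6 exons, siBAP18#1 matches chromosome 17 from 7015830 to 7015848 in exon 3. Its surroundings in the transcript read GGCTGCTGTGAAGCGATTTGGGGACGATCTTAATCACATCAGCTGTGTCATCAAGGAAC, with 20 bases on either side of the site. siBAP18#2 matches 7016522 to 7016540 in exon 4, and the surrounding sequence reads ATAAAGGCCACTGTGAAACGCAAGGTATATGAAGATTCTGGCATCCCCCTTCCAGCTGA. siBAP18#3 matches 7016987 to 7017005 in exon 5, and the surrounding sequence reads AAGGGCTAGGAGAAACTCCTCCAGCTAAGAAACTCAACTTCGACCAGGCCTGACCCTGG. All 3 sites also lie in the protein-coding transcript of the readthrough gene RNASEK-C17orf49, in exons 4, 5 and 6 of 7. The siCtrl sense strand has no full match in the GENCODE 29 transcripts. The sites lie within MIR497HG as well, but on the opposite strand.

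**Figure D3:**
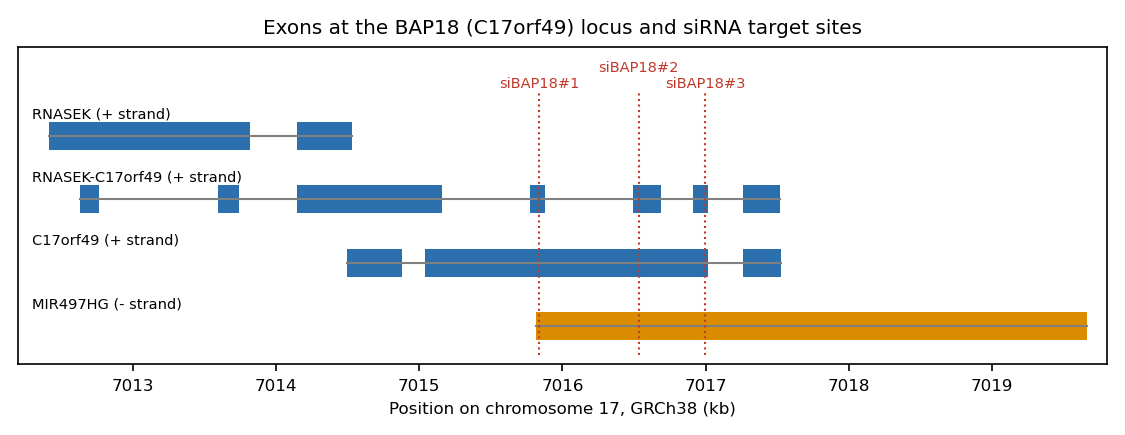
Exons (boxes, all transcripts of a gene merged) on the + strand (blue) and the - strand (orange) of chromosome 17, with position in kb on GRCh38. Dotted lines mark the siRNA target sites, which all lie in C17orf49 and in exons of RNASEK-C17orf49.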

Lentiviral productions for shBAP18 and shCtrl were purchased from GeneChem, with the shBAP18 target sequence being 5′-GGGACGAUCUUAAUCACAUTT-3′ (antisense: 5′-AUGUGAUUAAGAUCGUCCCTT-3′).

### Cell culture and transfections

All cells were cultured at 37 °C in a humidified atmosphere containing 5% CO_2_. A549 and NCI-H1299 cell lines were provided by the Developmental Cell Biology Laboratory at China Medical University, whereas NCI-H1975 cells were purchased from the Shanghai Institute of Cell Biology, Chinese Academy of Sciences. Trans5α chemically competent cells were obtained from TransGen Biotech. The authenticity of all cell lines used in this study was validated by short tandem repeat profiling. Mycoplasma contamination was routinely tested and excluded. A549, NCI-H1299, NCI-H460, and NCI-H1975 cells were grown in RPMI1640 medium (Gibco) supplemented with 10% fetal bovine serum (Clark). LiCl was added to the medium according to the experimental design before collecting cells.

Plasmid transfections were performed using jetPRIME DNA Transfection Reagent (Polyplus transfection) following the manufacturer's instructions. On the day before transfection, cells were plated to reach 60 to 80% confluence by the next day. The required amount of plasmid was calculated based on the experimental design. The plasmid was added to the transfection buffer, vortexed for 10 s, and briefly centrifuged. The transfection reagent was then added, vortexed, briefly centrifuged, and incubated at room temperature for 10 min. The transfection mixture was evenly added to the cells, and the culture dish was gently shaken. After 4 to 6 h, the medium was changed, and the cells were continued to be cultured until the designated time for cell collection. siRNA transfections were performed using the same reagent and following a similar procedure.

For lentiviral transfections, cells were plated in 6-well plates to reach 30% confluence the next day. The culture medium was changed to antibiotic-free medium before infection. The appropriate amount of lentivirus and transfection enhancer GP/GA (as per GeneChem's instructions) was added to the cells. After 48 h, the medium was changed to regular culture medium, and puromycin (1:1000) was added for selection.

### Protein extraction and Western blotting

Cells were lysed in TNE buffer (50 mM Tris–HCl [pH 7.5], 150 mM NaCl, and 0.5% Nonidet P-40) containing protease and phosphatase inhibitors (Roche) by sonication on ice. For protein extraction, cells were washed with PBS and scraped into a 1.5 ml EP tube. The cells were centrifuged at 800 rpm, 4 °C for 5 min, and the supernatant was discarded. TNE buffer with protease inhibitors was added, and the cells were sonicated. The mixture was then centrifuged at 12,000 rpm, 4 °C for 20 min, and the supernatant was collected as the protein extract.

For Western blotting, protein samples were prepared and loaded onto SDS-PAGE gels. After electrophoresis, proteins were transferred to polyvinylidene fluoride membranes. The membrane was blocked with 5% milk and incubated with primary antibodies overnight at 4 °C. The next day, the membrane was washed and incubated with secondary antibodies for 1 h at room temperature. Bands were visualized using ECL detection reagents. Western blot signals were quantified using ImageJ software (National Institutes of Health, Bethesda, MD). Band intensities were normalized to the loading control. All quantifications were performed from at least three independent experiments, and results were presented as mean ± SD.

### Luciferase assay

In the luciferase assay, cells were plated in 24-well plates and transfected with luciferase reporter plasmids and experimental plasmids according to the manufacturer's instructions. After 24 h, cells were lysed using luciferase lysis buffer. Luciferase activity was measured using a dual-luciferase reporter assay system, normalizing Firefly luciferase activity to Renilla luciferase control activity.

### RNA isolation and quantitative real-time PCR

Total RNA was extracted from cells using Trizol reagent according to the manufacturer’s instructions. RNA concentration was measured, and 1 μg of RNA was reverse transcribed into complementary DNA using the PrimeScript RT–PCR Kit (TAKARA). Real-time PCR assays were performed using ChamQ Universal SYBR qPCR Master Mix (Vazyme) on a LightCycler96 system (Roche). Specific primers for target genes were used, and GAPDH was used as the internal control.

### Immunohistochemistry

Tissue samples were fixed in formalin, embedded in paraffin, and sectioned into 4 μm thick slices. The sections were deparaffinized, rehydrated, and endogenous peroxidase activity was blocked. Antigen retrieval was performed, and the sections were incubated with primary antibodies overnight at 4 °C. The next day, the sections were incubated with biotinylated secondary antibodies, followed by staining with 3,3′-diaminodbenzidine substrate. The sections were counterstained with hematoxylin, dehydrated, and mounted for examination. The immunohistochemistry staining was performed on an LUAD tissue microarray (Shanghai Outdo Biotech Company; catalog no.: HLugA180Su11), and the evaluation of stained slides was performed blindly without prior knowledge of clinical information.

### ChIP assay

ChIP assays were conducted following the standard protocols from Nature Protocols. Cells were fixed with 1% formaldehyde for crosslinking, harvested in lysis buffer, and sonicated on ice. IP of the chromatin solution was performed using antibodies against BAP18, ACTL6A, PAF1, β-catenin, H3K4me3 and H4ac. Protein A-Sepharose beads were used for the IP reaction, and the complexes were washed sequentially with low salt buffer, high salt buffer, LiCl buffer, and TE buffer. The protein–DNA complexes were eluted, reverse-crosslinked, and purified. DNA was dissolved in TE buffer and used as a template for qPCR. Primers used for qPCR were as follows: CCND1-WRE-I: 5′-CGGGCCCCATAAATCATCCA-3′ and 5′-CATAGCCAAGCCTCAGAGCA-3′; CCND1-WRE-II: 5′-TGCACCAAAGAGACAGAACCT-3′ and 5′-CGTGGTTACATGAGAGGGTCC-3′; CCND1-WRE-III: 5′-CGCCGGAATGAAACTTGCAC-3′ and 5′-CGGACAGACGGCCAAAGAAT-3′.

### Cell proliferation, colony formation, scratch assay, and transwell assays

Cell proliferation was measured using the methylthiazol tetrazolium salt assay. Cells were seeded in 96-well plates, and cell viability was measured at specific time points by recording absorbance at 490 nm. For the colony formation assay, cells were cultured in a designated medium, fixed with 4% paraformaldehyde, and stained with Coomassie blue dye. In the scratch assay, lines were uniformly drawn on the back of 6-well plates, and digested cells from the BAP18 knockdown and control groups were seeded into the plates. Once the cells reached confluence, lines were scratched perpendicular to the drawn lines with a pipette tip, washed, and fresh medium was added. Observations and photographs were taken every 6 h. In the transwell assay, migrated cells were fixed with 95% ethanol and stained with 0.1% crystal violet. Images were captured under a microscope.

### Animal experiments

Animal experiments were performed following the Institutional Animal Care and Use Committee of China Medical University guidelines. A549 cells stably expressing shNC or shBAP18 lentivirus were injected into 4-week-old male BALB/c nude mice. Mice were monitored every 7 days for 4 weeks and then euthanized according to humane treatment policies.

### Animal ethics approval

Experimental procedures in animals were performed in accordance with institutional guidelines for the care and use of laboratory animals. The animal protocol was approved by the China Medical University-Institutional Animal Care and Use Committee (CMU-IACUC: protocol no.: CMU2021315). This study is reported in accordance with ARRIVE (Animal Research: Reporting of In Vivo Experiments) guidelines. At the end of the experimental period, all animals were euthanized under mild anesthesia using ketamine (25 mg/kg) and xylazine (3 mg/kg), administered intraperitoneally, ensuring minimal distress.

### Flow cytometry

BAP18 knockdown cells and control cells were seeded into 6-well plates to reach 50% confluence after 24 h. After 24 h, the medium was replaced with antibiotic-free and serum-free medium, and cells were cultured for another 24 h to arrest them in the G0 phase. The medium was then changed to normal medium, and cells were cultured for another 24 h. Cells were trypsinized, centrifuged at 800 rpm at room temperature for 5 min, and washed once with cold PBS. Cells were resuspended in precooled PBS, centrifuged at 800 rpm at 4 °C for 5 min, and the supernatant was discarded. Cells were fixed overnight at 4 °C with 1 ml of precooled 70% ethanol. The next day, cells were centrifuged, washed once with precooled PBS, resuspended in 300 to 500 μl of propidium iodide, and incubated in the dark at room temperature for 15 min. Samples were analyzed by flow cytometry.

### RNA sequencing

A549 cells were cultured and divided into experimental and control groups. Cells were treated with BAP18 knockdown, preserved in Trizol, and sent to Kangce Technology Co, Ltd for RNA extraction, quantification, quality control, reverse transcription, and sequencing. High-quality data were obtained for bioinformatics analysis, and GO and Kyoto Encylopedia of Genes and Genomes enrichment analyses were performed to identify biological functions and pathways of DEGs.

### Proteomics analysis

Cells for transfection were divided into the empty vector control group and the BAP18 overexpression group (FLAG-BAP18). Cells were plated in 100 mm culture dishes and transfected the next day. After 48 h of transfection, cells were collected. IP was performed using anti-FLAG M2 magnetic beads. The immunoprecipitated beads were partially used for SDS-PAGE, and the remaining beads were frozen at −80 °C and sent to Genechem Co, Ltd for mass spectrometry analysis. For on-bead digestion, beads were washed twice with 50 mM ammonium bicarbonate and incubated with sequencing-grade trypsin (Promega) at 37 °C overnight. Resulting peptides were desalted using C18 stage tips and dried in a vacuum concentrator. Peptides were separated on an EASY-nLC 1200 system (Thermo Fisher) with an Acclaim PepMap RSLC C18 column (75 μm × 25 cm) using a 120 min gradient from 5% to 30% solvent B (0.1% formic acid in acetonitrile) at 300 nl/min, then analyzed on an Orbitrap Fusion Lumos mass spectrometer (Thermo Fisher) operating in data-dependent acquisition mode. MS1 scans were acquired at 120,000 resolution (*m/z* 350–1500), automatic gain control target 4e5, maximum injection time 50 ms; MS2 scans were in higher-energy collision dissociation mode at 30% collision energy, resolution 15,000, automatic gain control target 5e4, maximum injection time 100 ms, and dynamic exclusion 30 s.

### Data download and analysis

LUAD mRNA expression profile data and clinical information were downloaded from TCGA database (https://portal.gdc.cancer.gov/). BAP18 expression was analyzed using the UALCAN online website (http://ualcan.path.uab.edu/index.html). Single-cell sequencing data of NSCLC were downloaded from the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/gds/), quality controlled, and processed. Biological function scores for each cell were calculated using single sample gene set enrichment analysis, and the "GSVA" R package was used for processing.

### Statistical analysis

GraphPad Prism 9.1.1 software (GraphPad Software, Inc) was used for statistical analysis. Data were expressed as mean ± SD. Statistical outliers were identified using Grubbs’test prior to statistical comparisons. Normality of data distribution was assessed using the Shapiro–Wilk test before applying Student’s *t* test. Student’s *t* test was used to determine significant differences, with *p* < 0.05 considered statistically significant (∗∗∗∗*p* < 0.0001; ∗∗∗*p* < 0.001; ∗∗*p* < 0.01; ∗*p* < 0.05; ns, no statistical significance).

## Data availability

Public database information used in this study was obtained from the TCGA (https://portal.gdc.cancer.gov/) and the GEO (https://www.ncbi.nlm.nih.gov/geo/). The RNA-sequencing data generated and analyzed in this study have been deposited in the GEO under accession number GSE299634. Detailed proteomics results, including identified proteins, peptides, and associated quantification metrics, are provided in the Supporting information (Table). The remaining datasets generated and/or analyzed during the current study are available from the corresponding author upon reasonable request.

## Supporting information

This article contains Supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: The chromatin remodeling factor BAP18 promotes non–small cell lung cancer progression via the recruitment of β-catenin with the transcriptional coactivator complex ACTL6A–PAF1
**Source:** J Biol Chem. 2025 Aug 14;301(9):110596. doi: 10.1016/j.jbc.2025.110596
**Supplement:** Supporting Information

**Supporting Information**

**The chromatin remodeling factor BAP18 promotes non-small cell lung cancer progression via the recruitment of β-Catenin with the transcriptional coactivator complex ACTL6A-PAF1**

Junli Hao^1#^, Qilin Hu^1#^, Xin Li^1#^, Sha Shi^1#^, Fangjian Na^2^, Kai Zeng^3^, Hao Li^3^, Yue Zhao^3*^, Mingfang Zhao^1*^

^#^ These authors contributed equally to this work

**
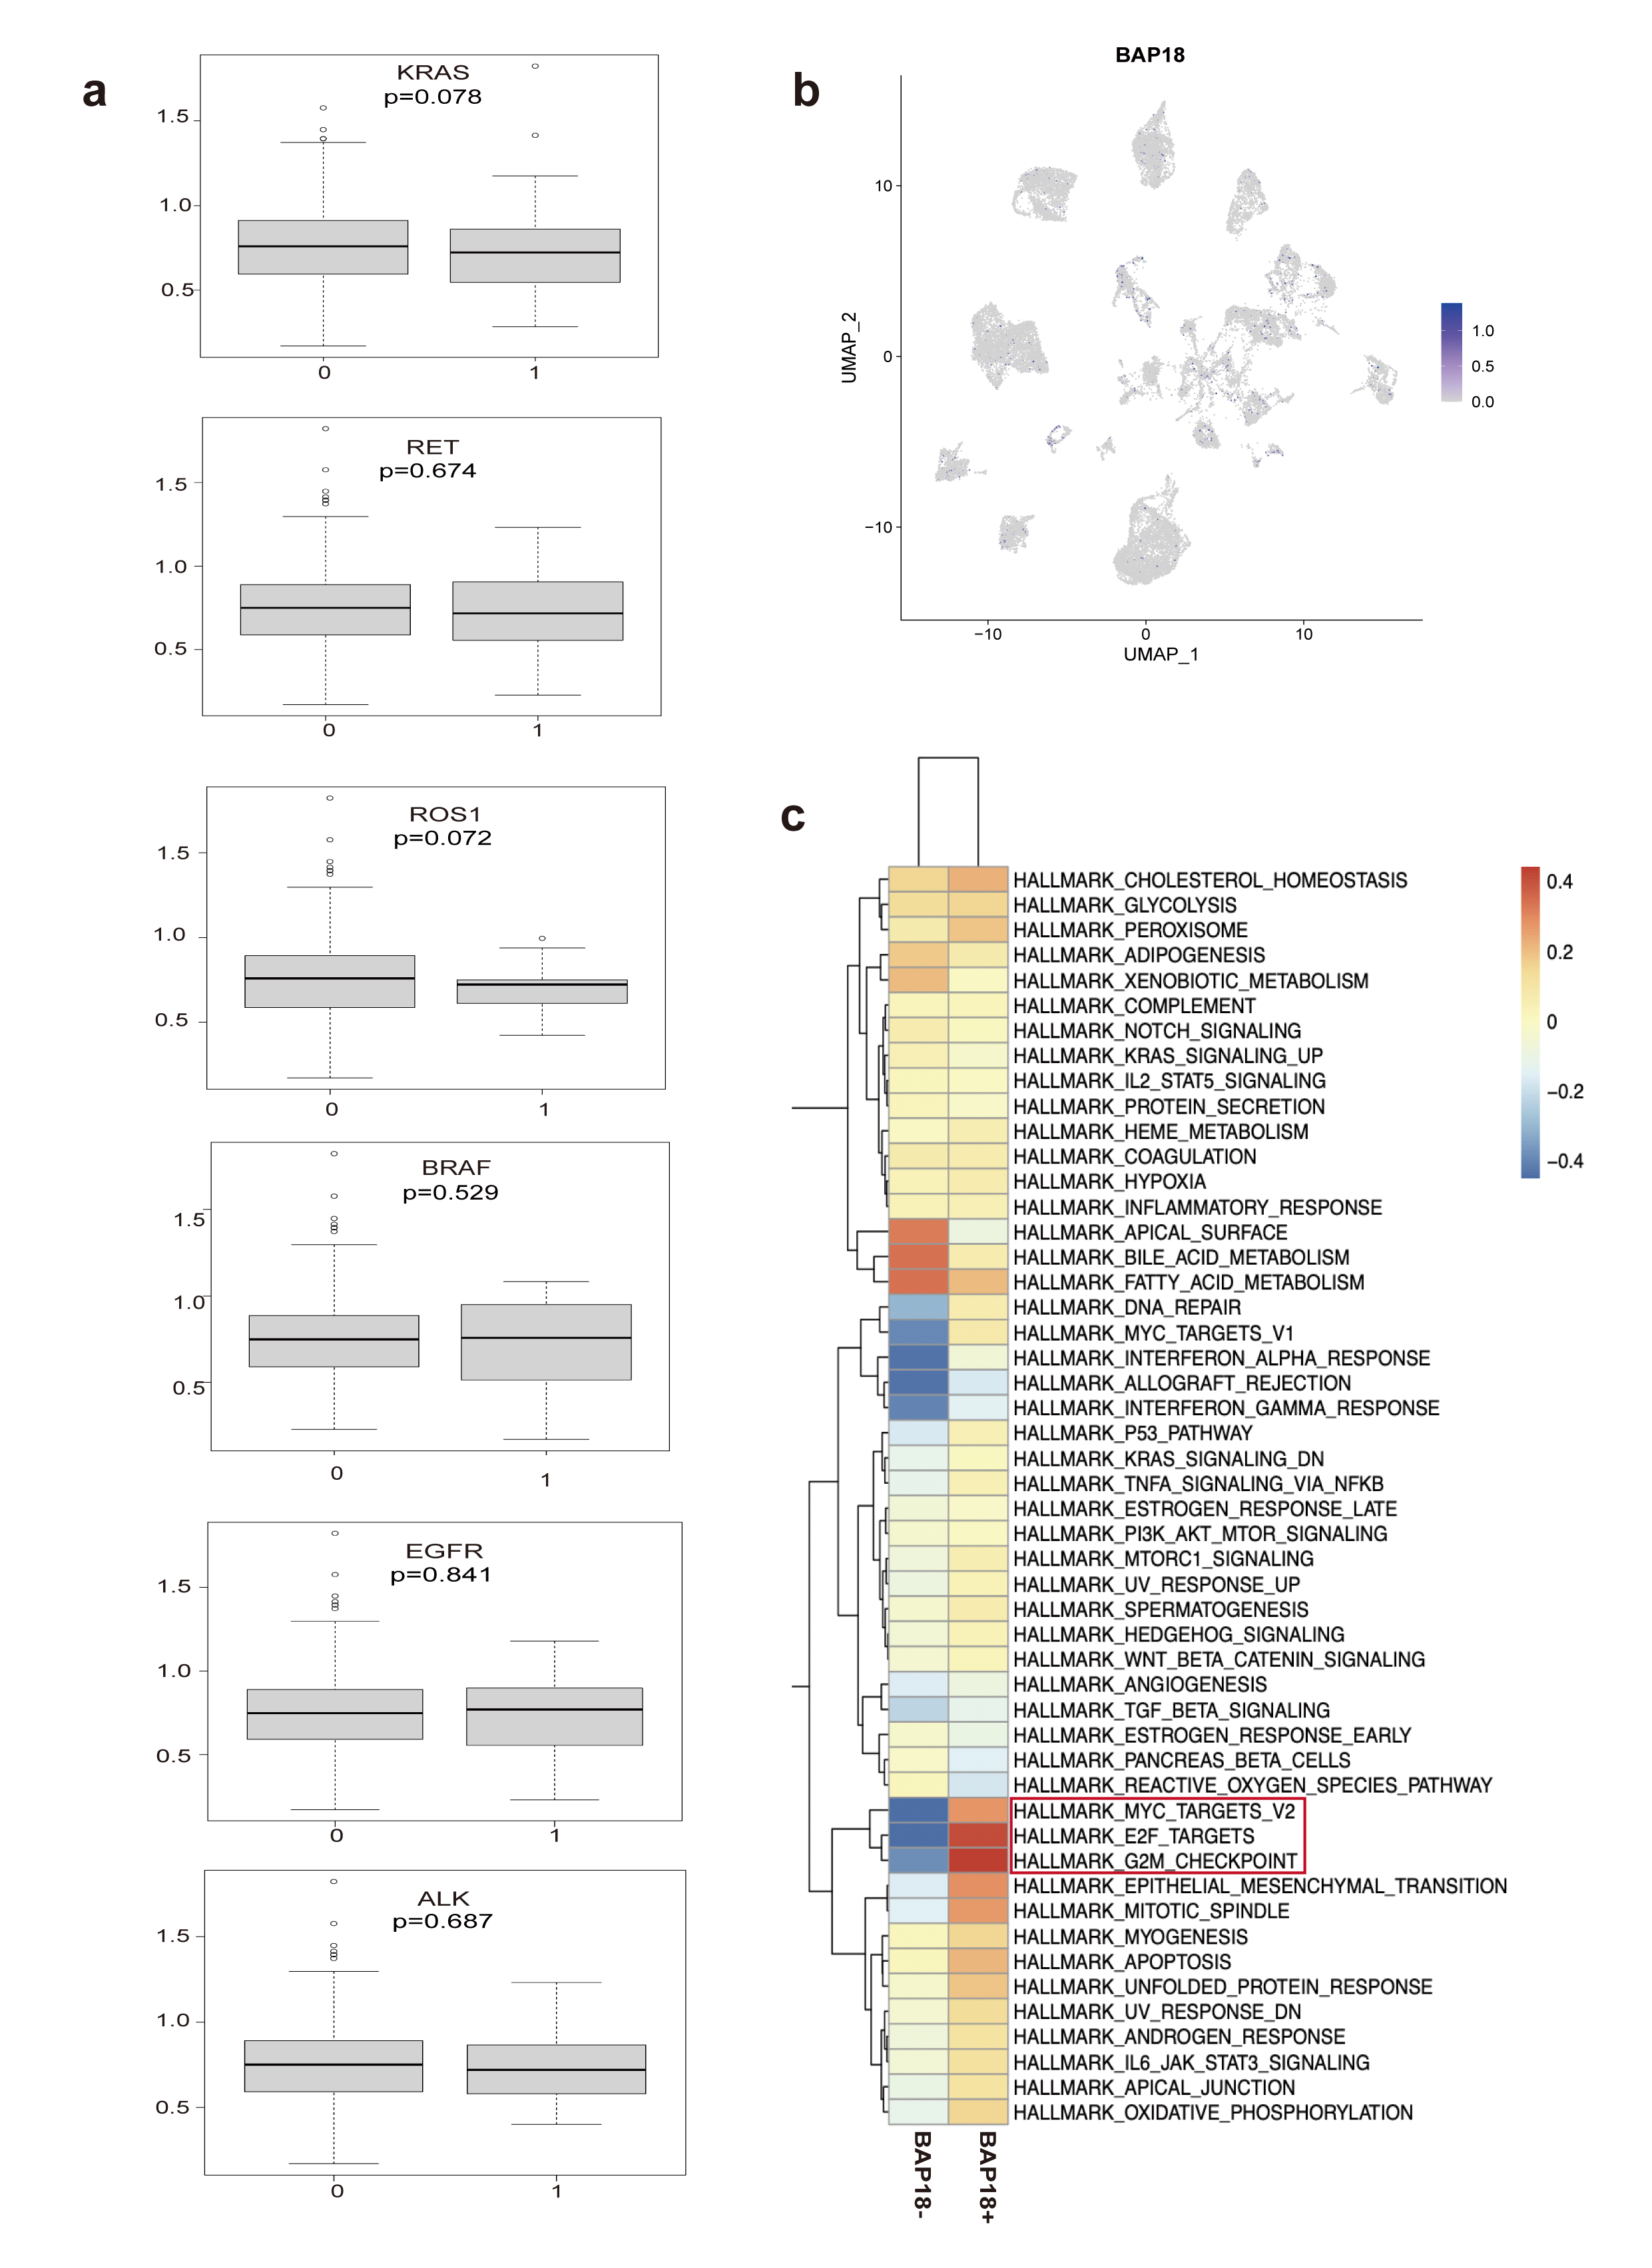
**

**Supplementary Figure 1. Bioinformatics analysis of BAP18 expression and associated pathways.** a. Box plots showing the distribution of BAP18 expression in NSCLC patient samples grouped by mutation status of six common driver genes: KRAS, RET, ROS1, BRAF, EGFR, and ALK. Mutation status is indicated as 0 (wild-type) or 1 (mutant). P-values were calculated using the Wilcoxon rank-sum test. b. UMAP plot showing the distribution and expression intensity of BAP18 in individual cells from the GSE131907 single-cell RNA-seq dataset. Blue represents high expression. c. Single-sample gene set enrichment analysis (ssGSEA) based on hallmark gene sets showing pathways enriched in BAP18-positive (BAP18⁺) versus BAP18-negative (BAP18⁻) cells. Enrichment scores are visualized as a heatmap, with pathways hierarchically clustered.

**
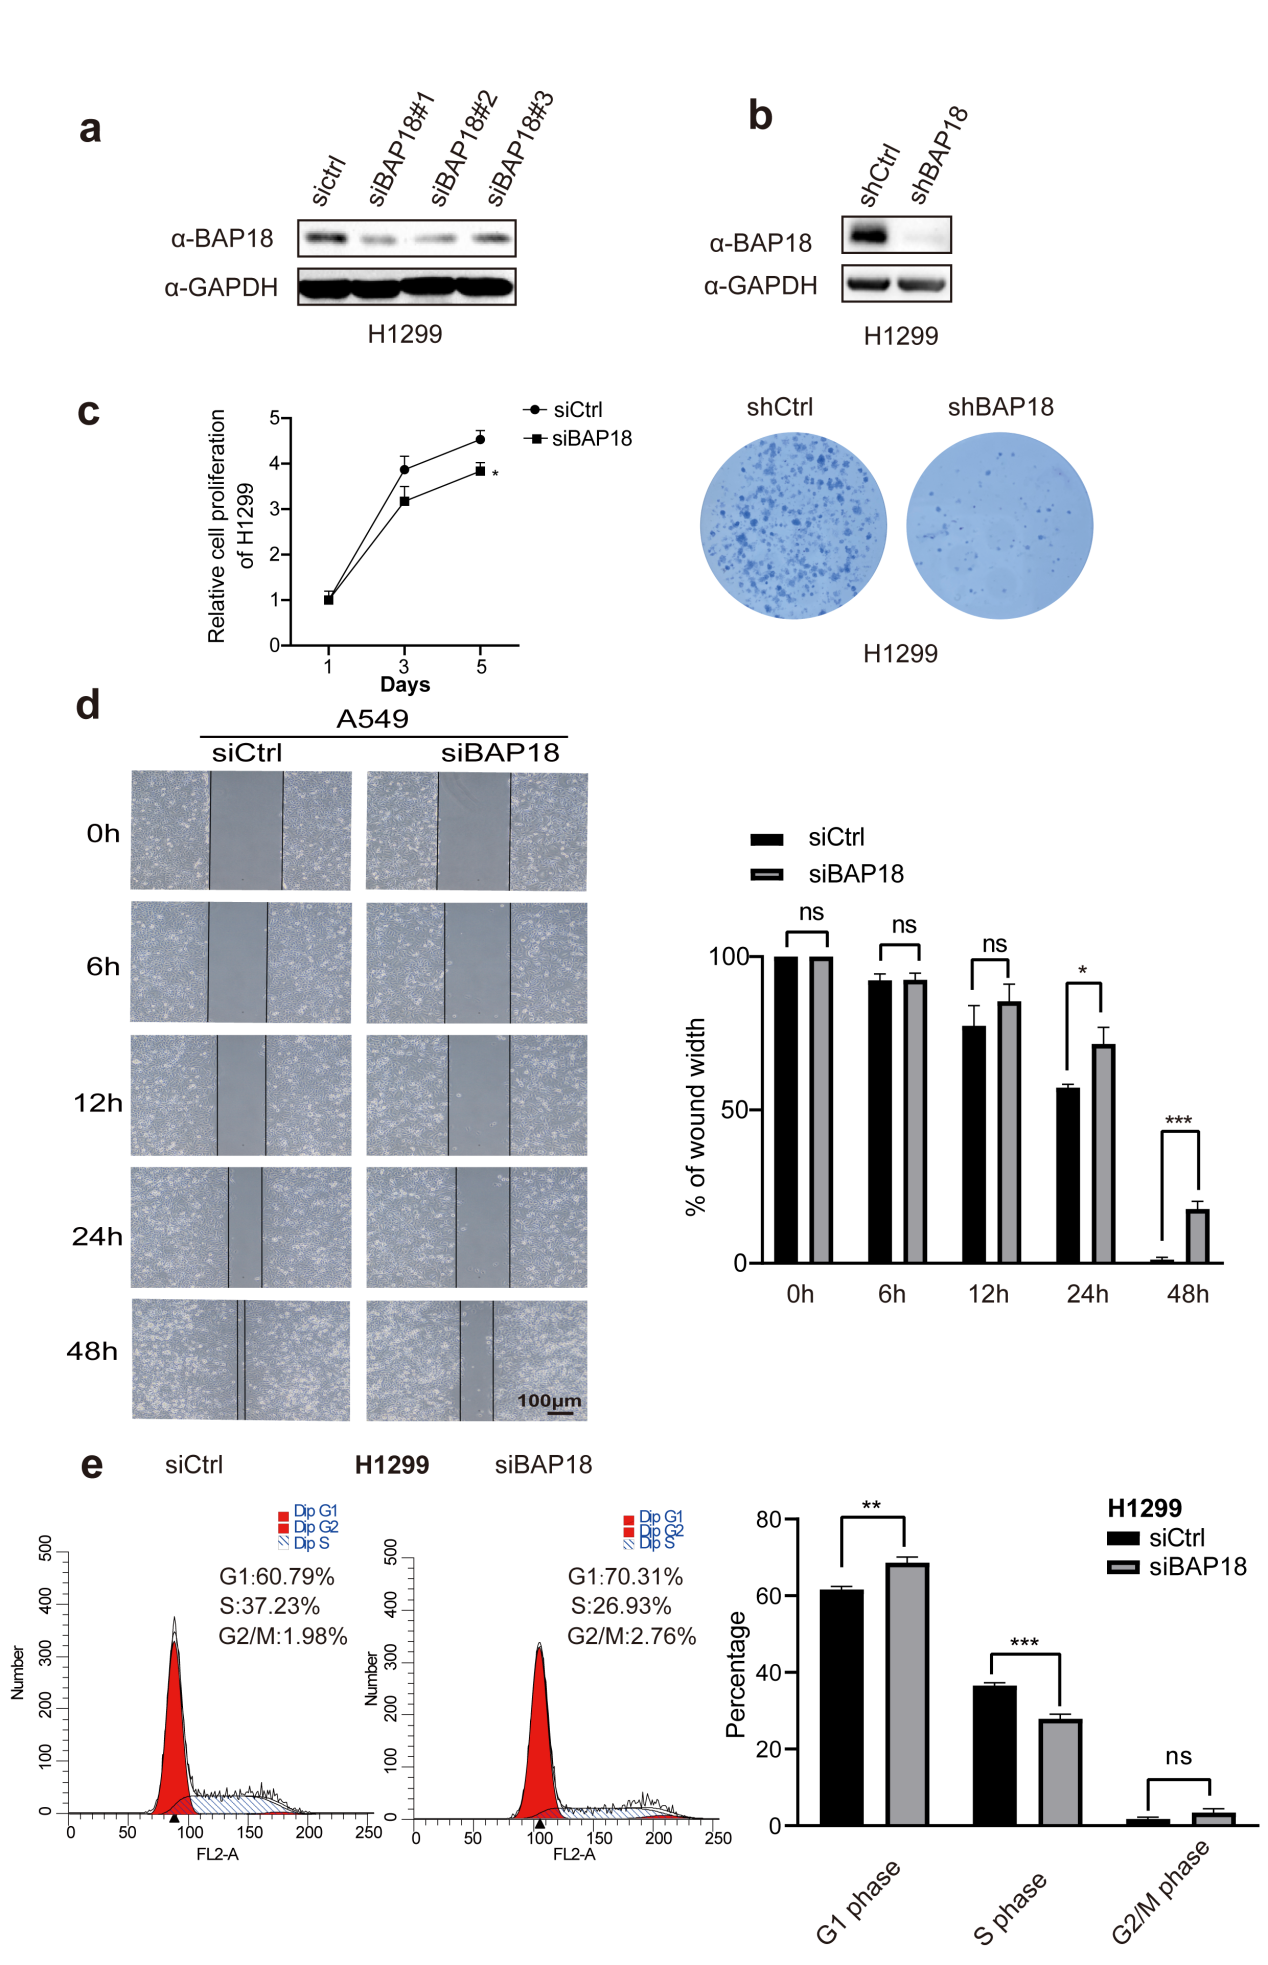
**

**Supplementary Figure 2. BAP18 knockdown suppresses proliferation, migration, and cell cycle progression in NSCLC cells.** a. Western blot analysis confirming BAP18 knockdown efficiency by three independent siRNAs in H1299 cells. GAPDH was used as a loading control. b. Validation of BAP18 knockdown in H1299 cells using lentiviral shRNA constructs. c. Cell proliferation was measured over 5 days by CCK-8 assay in A549 cells transfected with siCtrl or siBAP18. Colony formation assays were performed in H1299 cells with stable knockdown. d. Wound healing assays showing the migration ability of A549 cells following siBAP18 or siCtrl treatment. Representative images were taken at 0, 6, 12, 24, and 48 h. Quantification of wound closure (%) is shown on the right. e. Flow cytometry analysis of cell cycle distribution in H1299 cells after BAP18 knockdown. Representative histograms are shown (left), and phase-specific quantification (right) indicates an increased proportion of G1 phase and decreased S phase cells upon BAP18 depletion. Original blots are presented in Supplementary Figure 9. Data represent mean ± SEM from three independent experiments. Statistical analysis was performed using unpaired two-tailed Student’s t-test. ****P<0.0001; ***P<0.001; **P<0.01; *P<0.05; ns, no statistical significance.

**Supplementary Figure 3: Original Western blot blots of Figure 1c.**

Western blots were cropped prior to incubation with primary antibody hybridization.

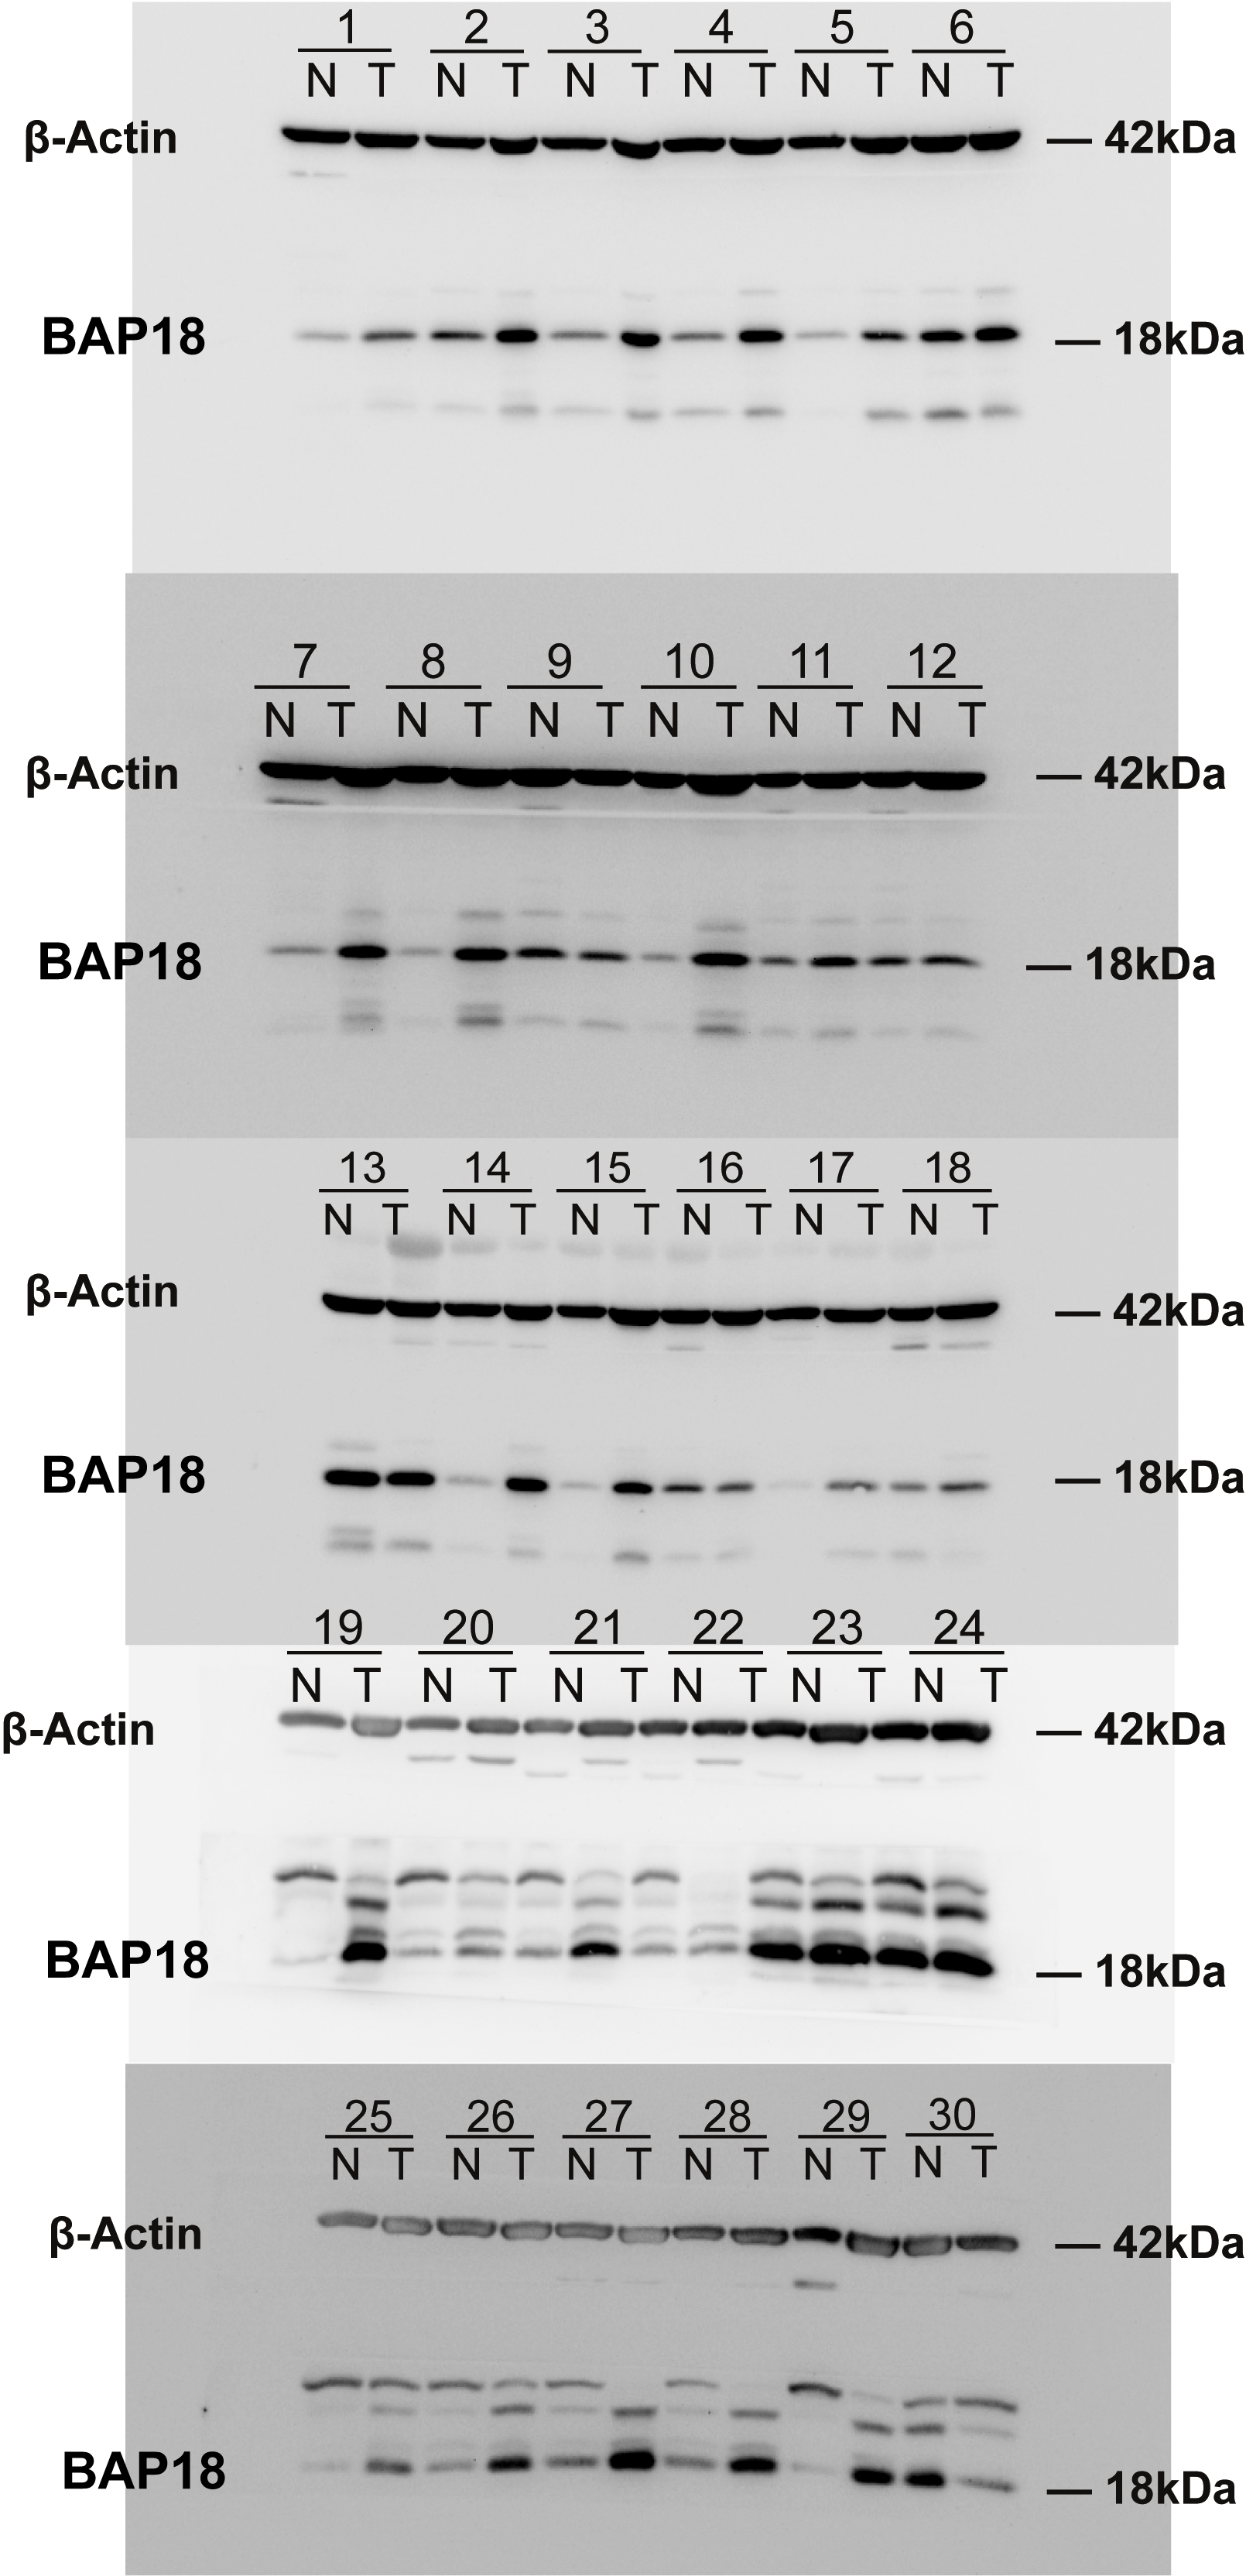

**Supplementary Figure 4:** **Original Western blot blots of Figure 2a-c.**

Western blots were cropped prior to incubation with primary antibody hybridization.

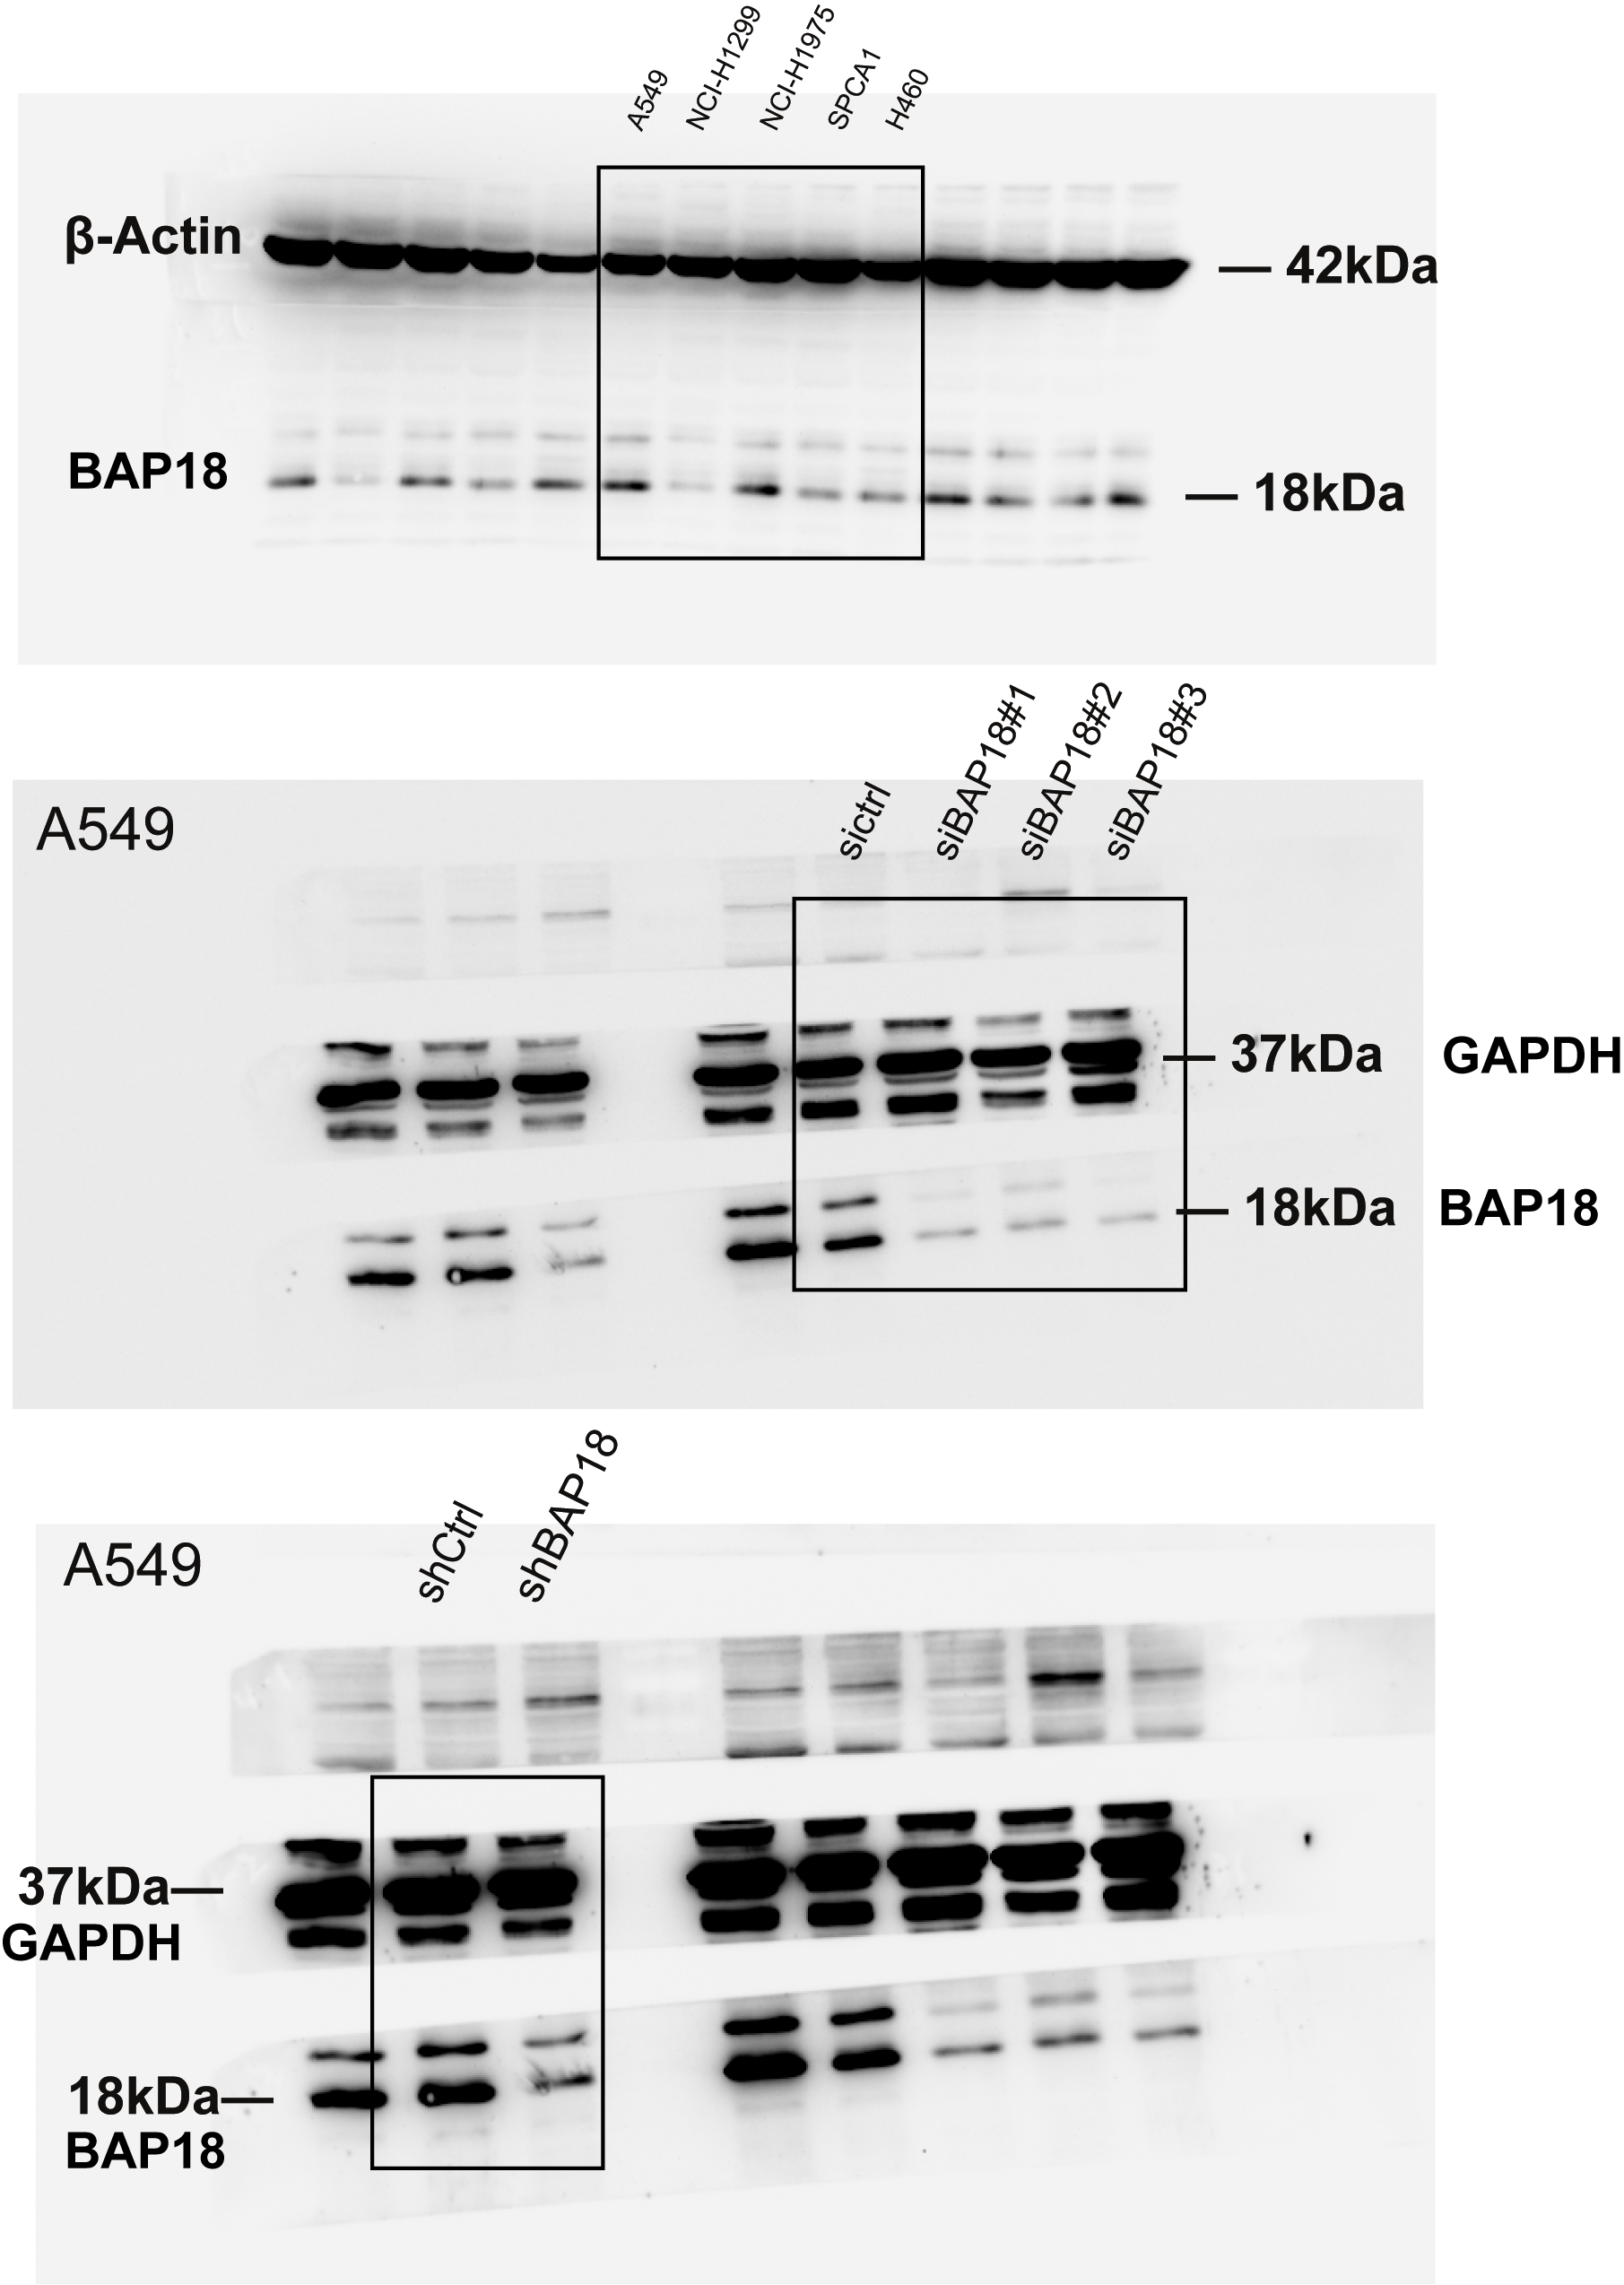

**Supplementary Figure 5: Original Western blot blots of Figure 3e.**

Western blots were cropped prior to incubation with primary antibody hybridization.

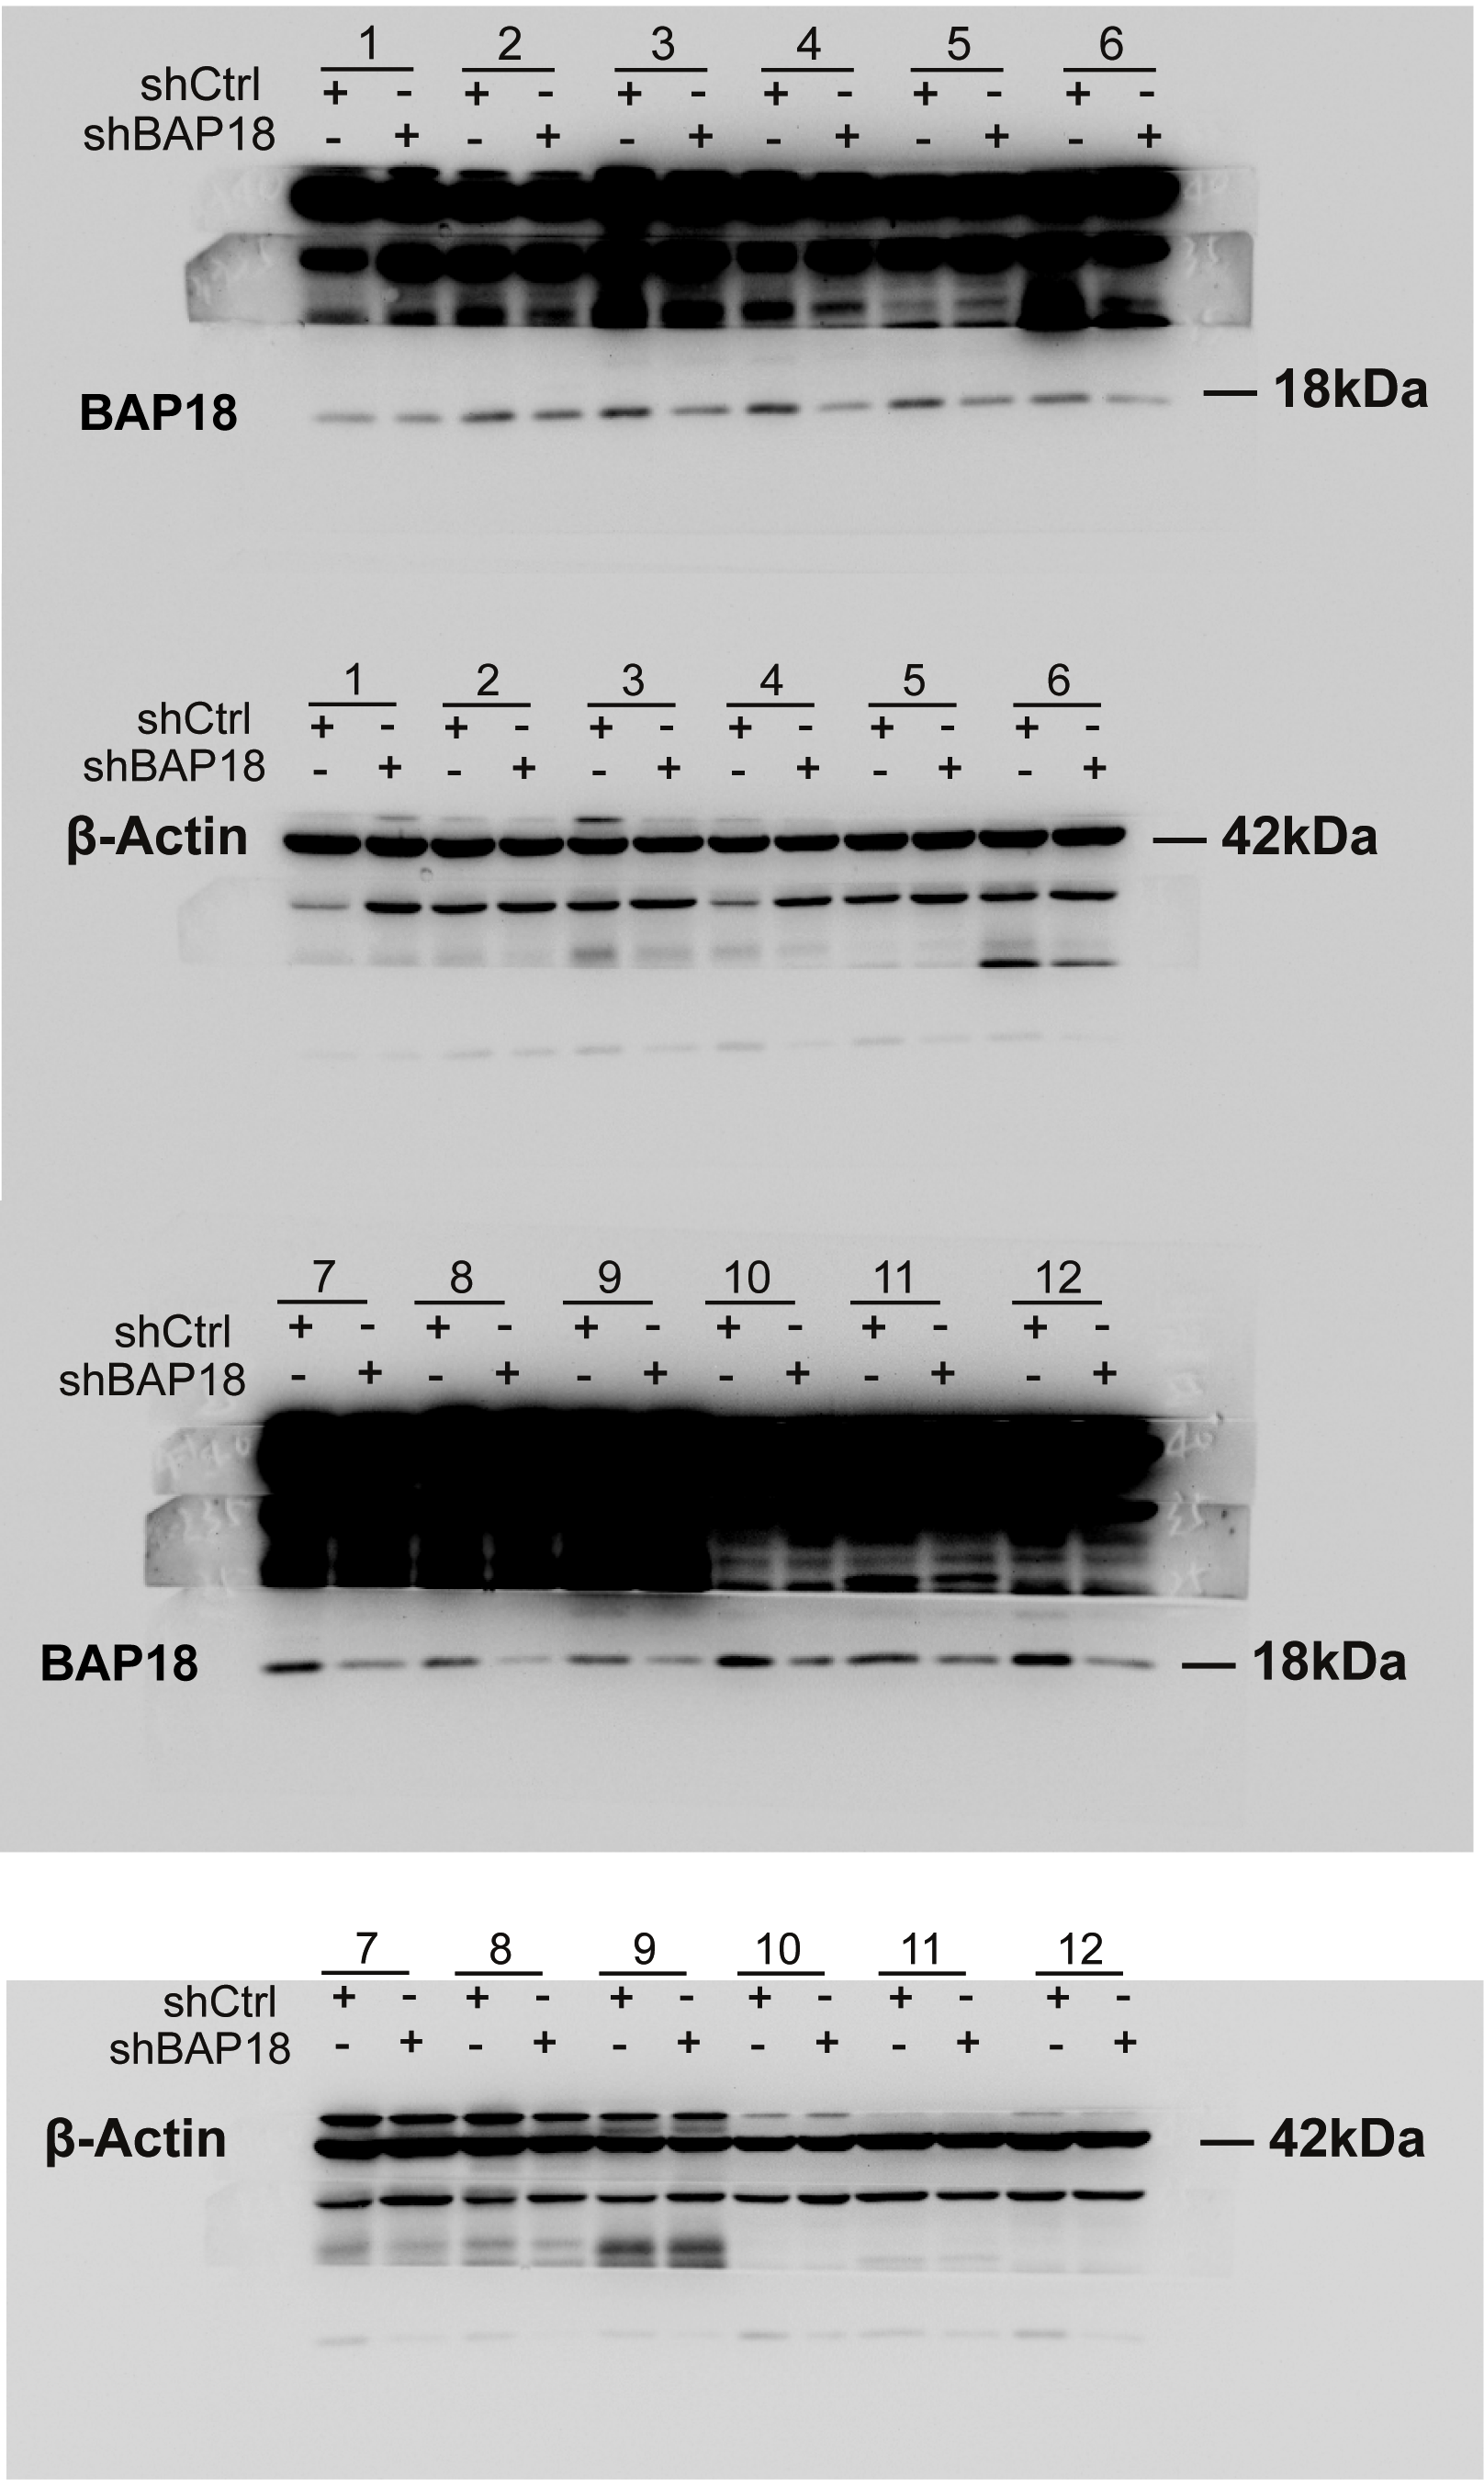

**Supplementary Figure 6: Original Western blot blots of Figure 5.**

Western blots were cropped prior to incubation with primary antibody hybridization.

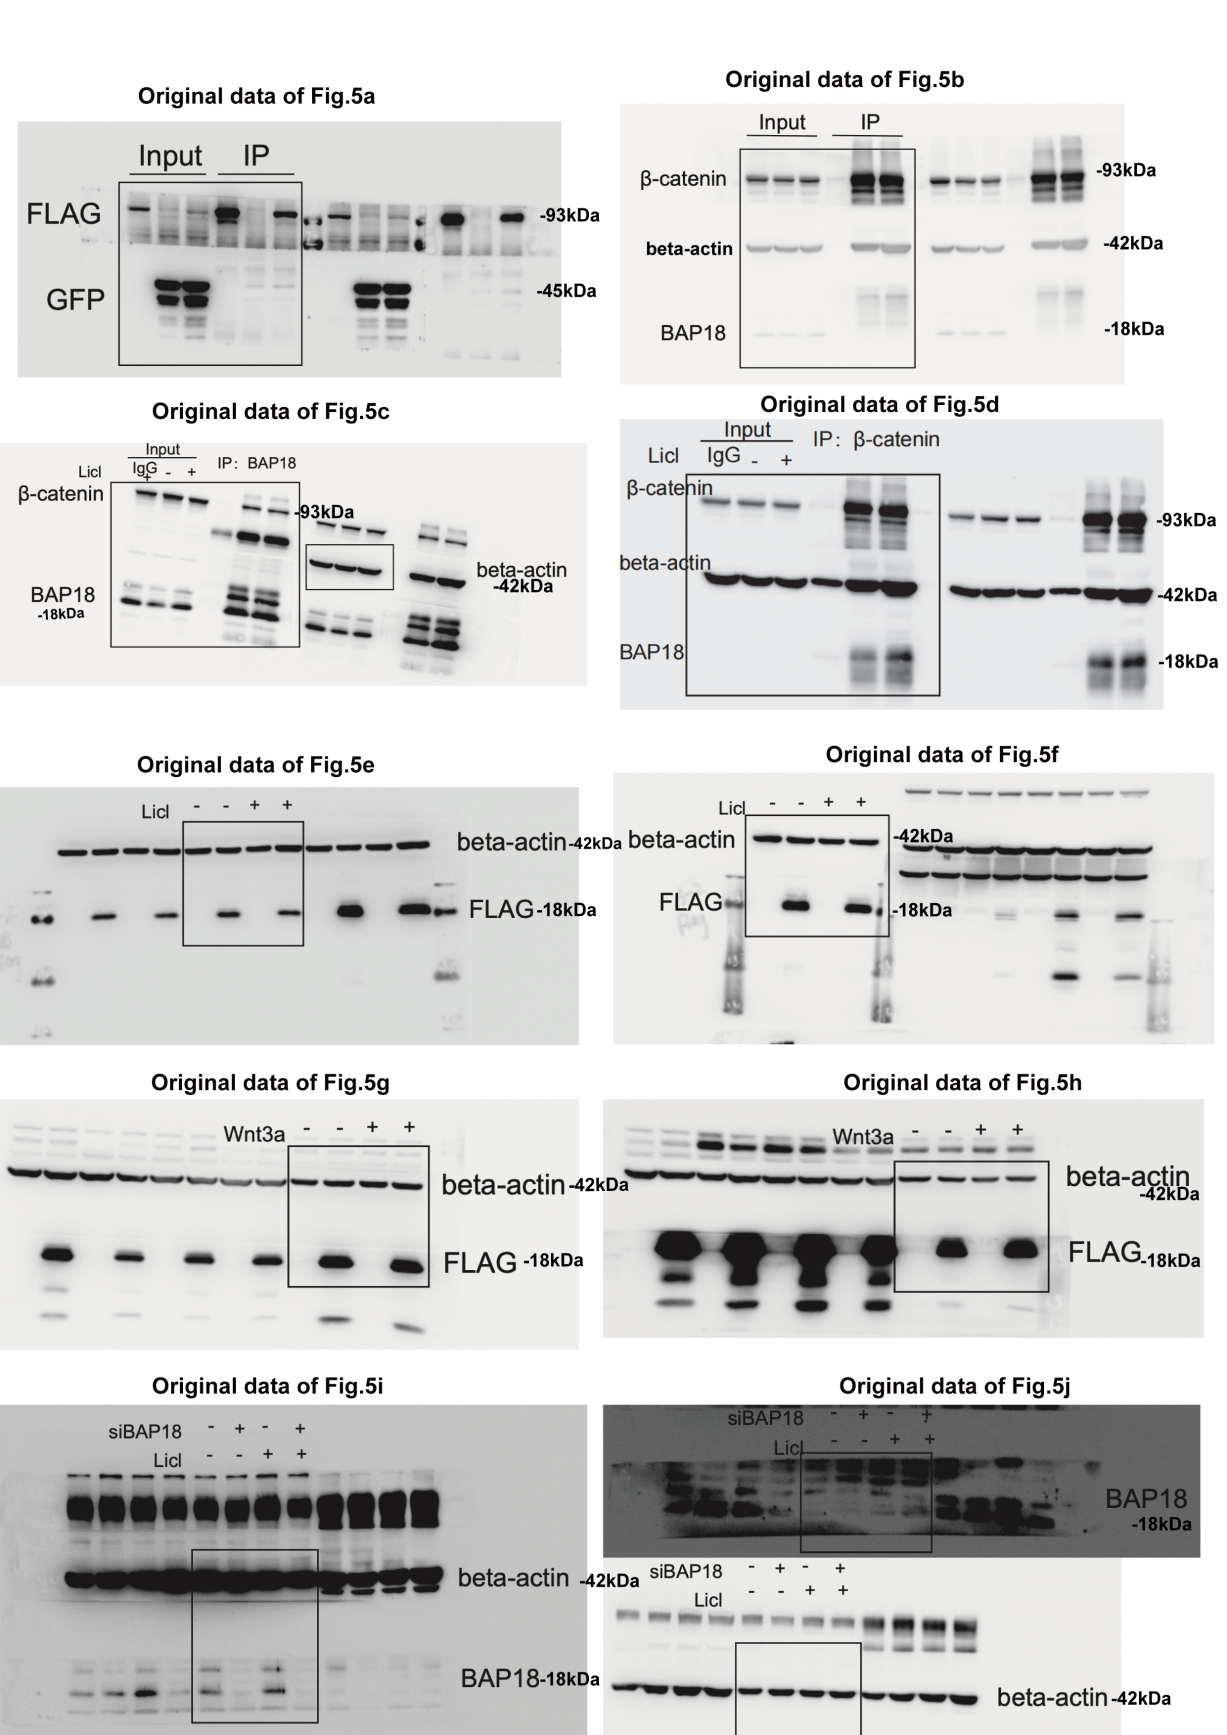

**Supplementary Figure 7: Original Western blot blots of Figure 6c-f.**

Western blots were cropped prior to incubation with primary antibody hybridization.

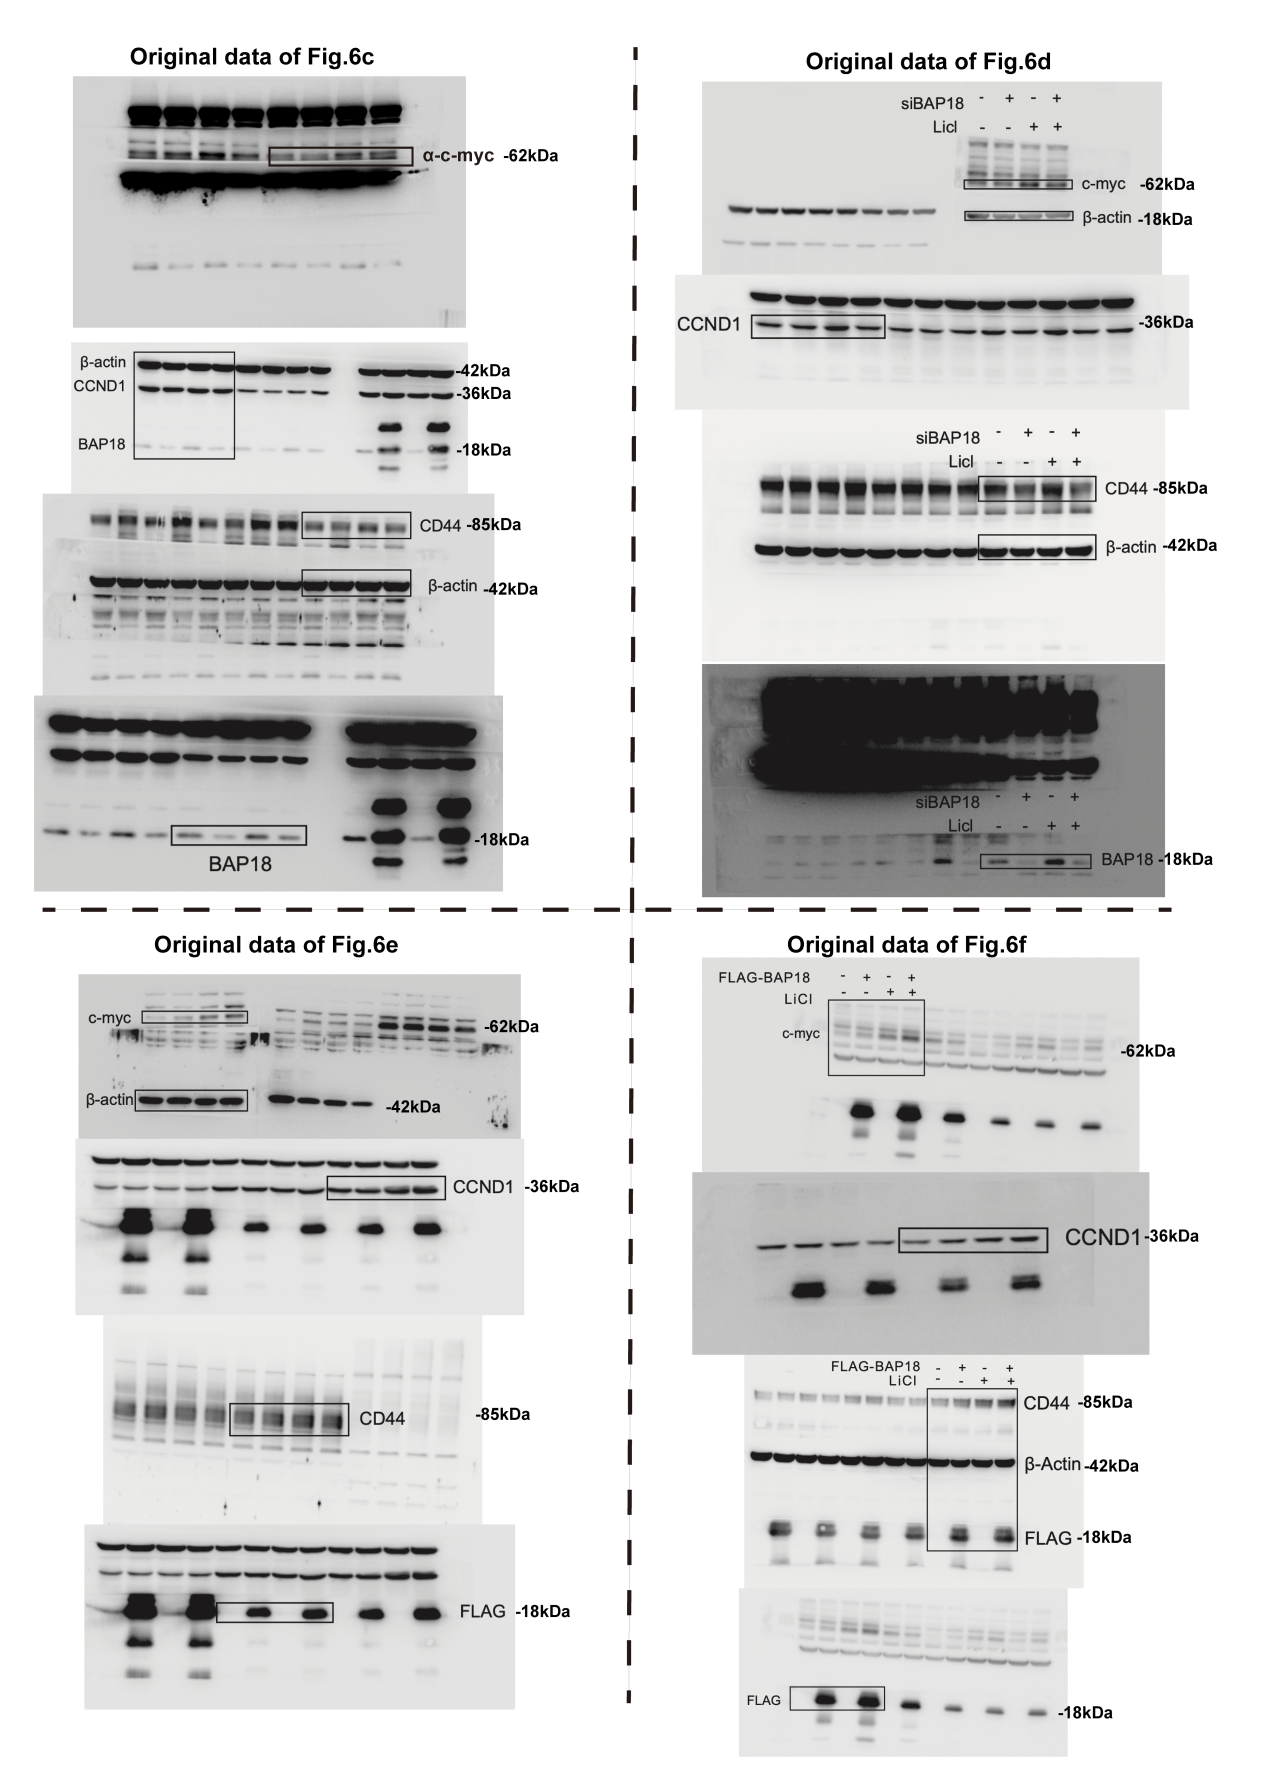

**Supplementary Figure 8: Original Western blot blots of Figure 7a-c.**

Western blots were cropped prior to incubation with primary antibody hybridization.

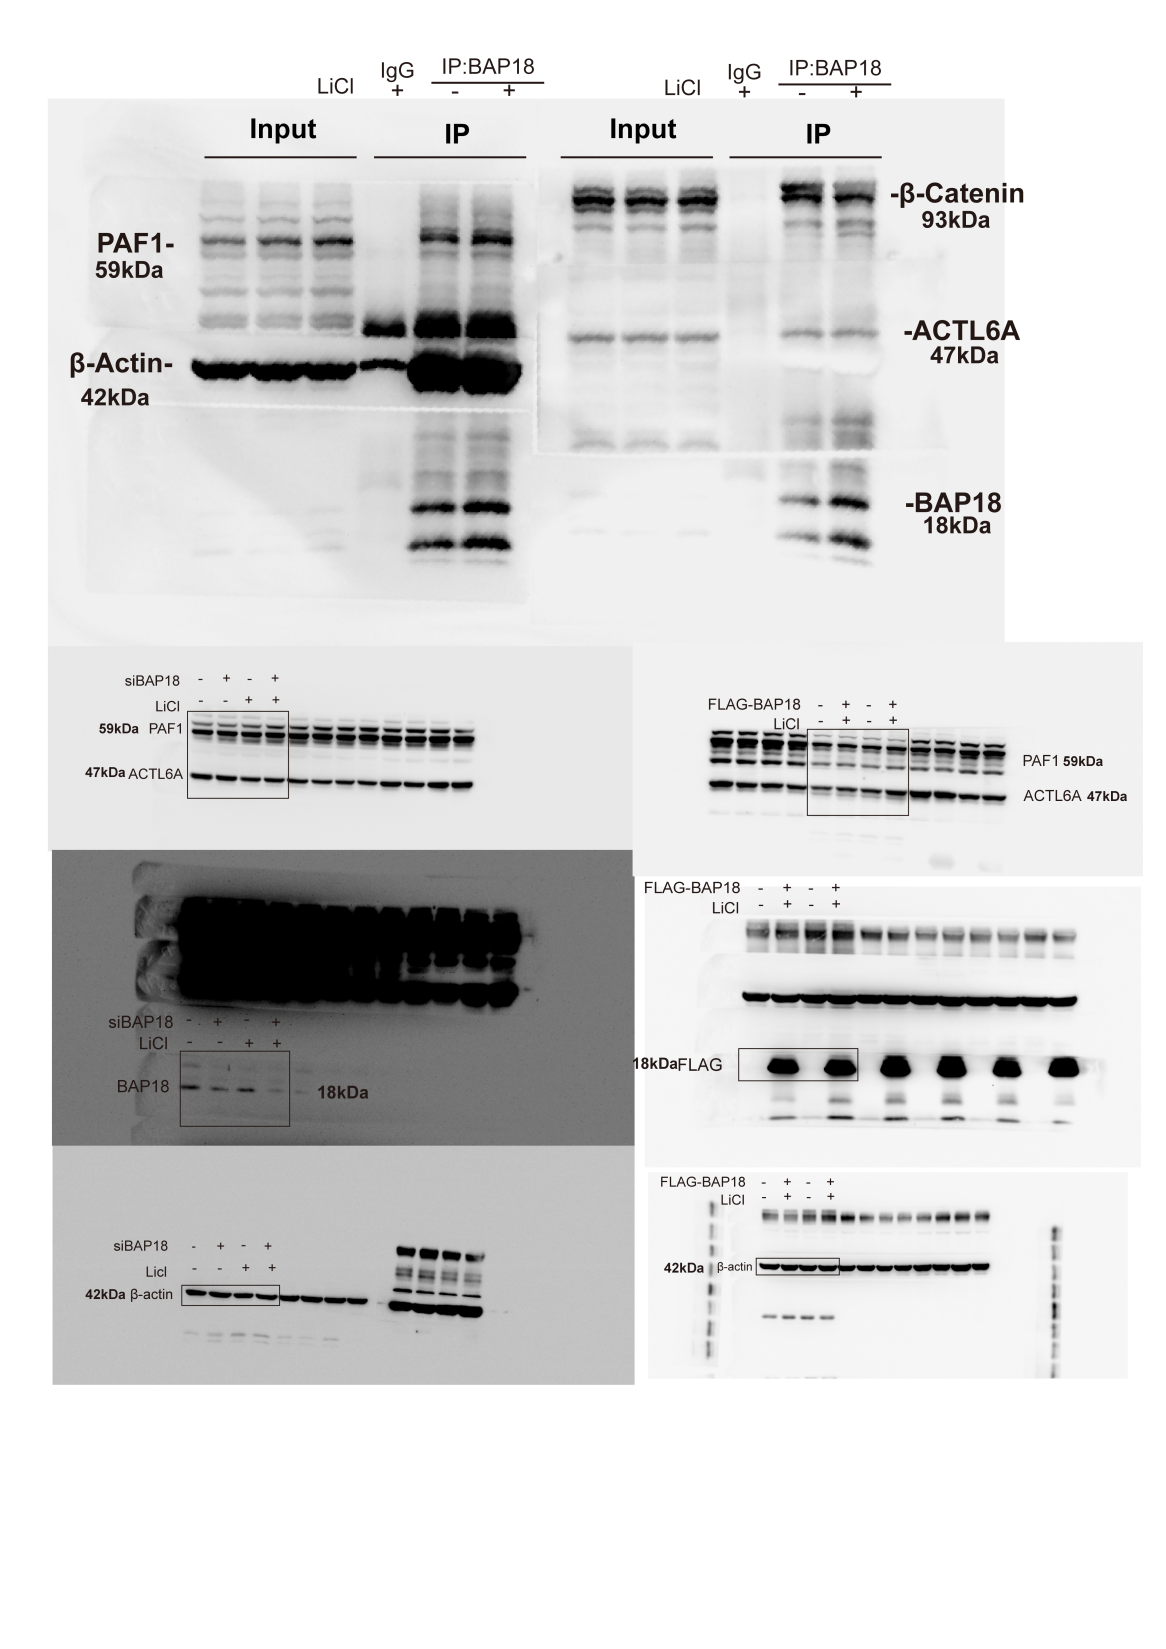

**Supplementary Figure 9: Original Western blot blots of Supplementary Figure 2a-b.**

Western blots were cropped prior to incubation with primary antibody hybridization.

**
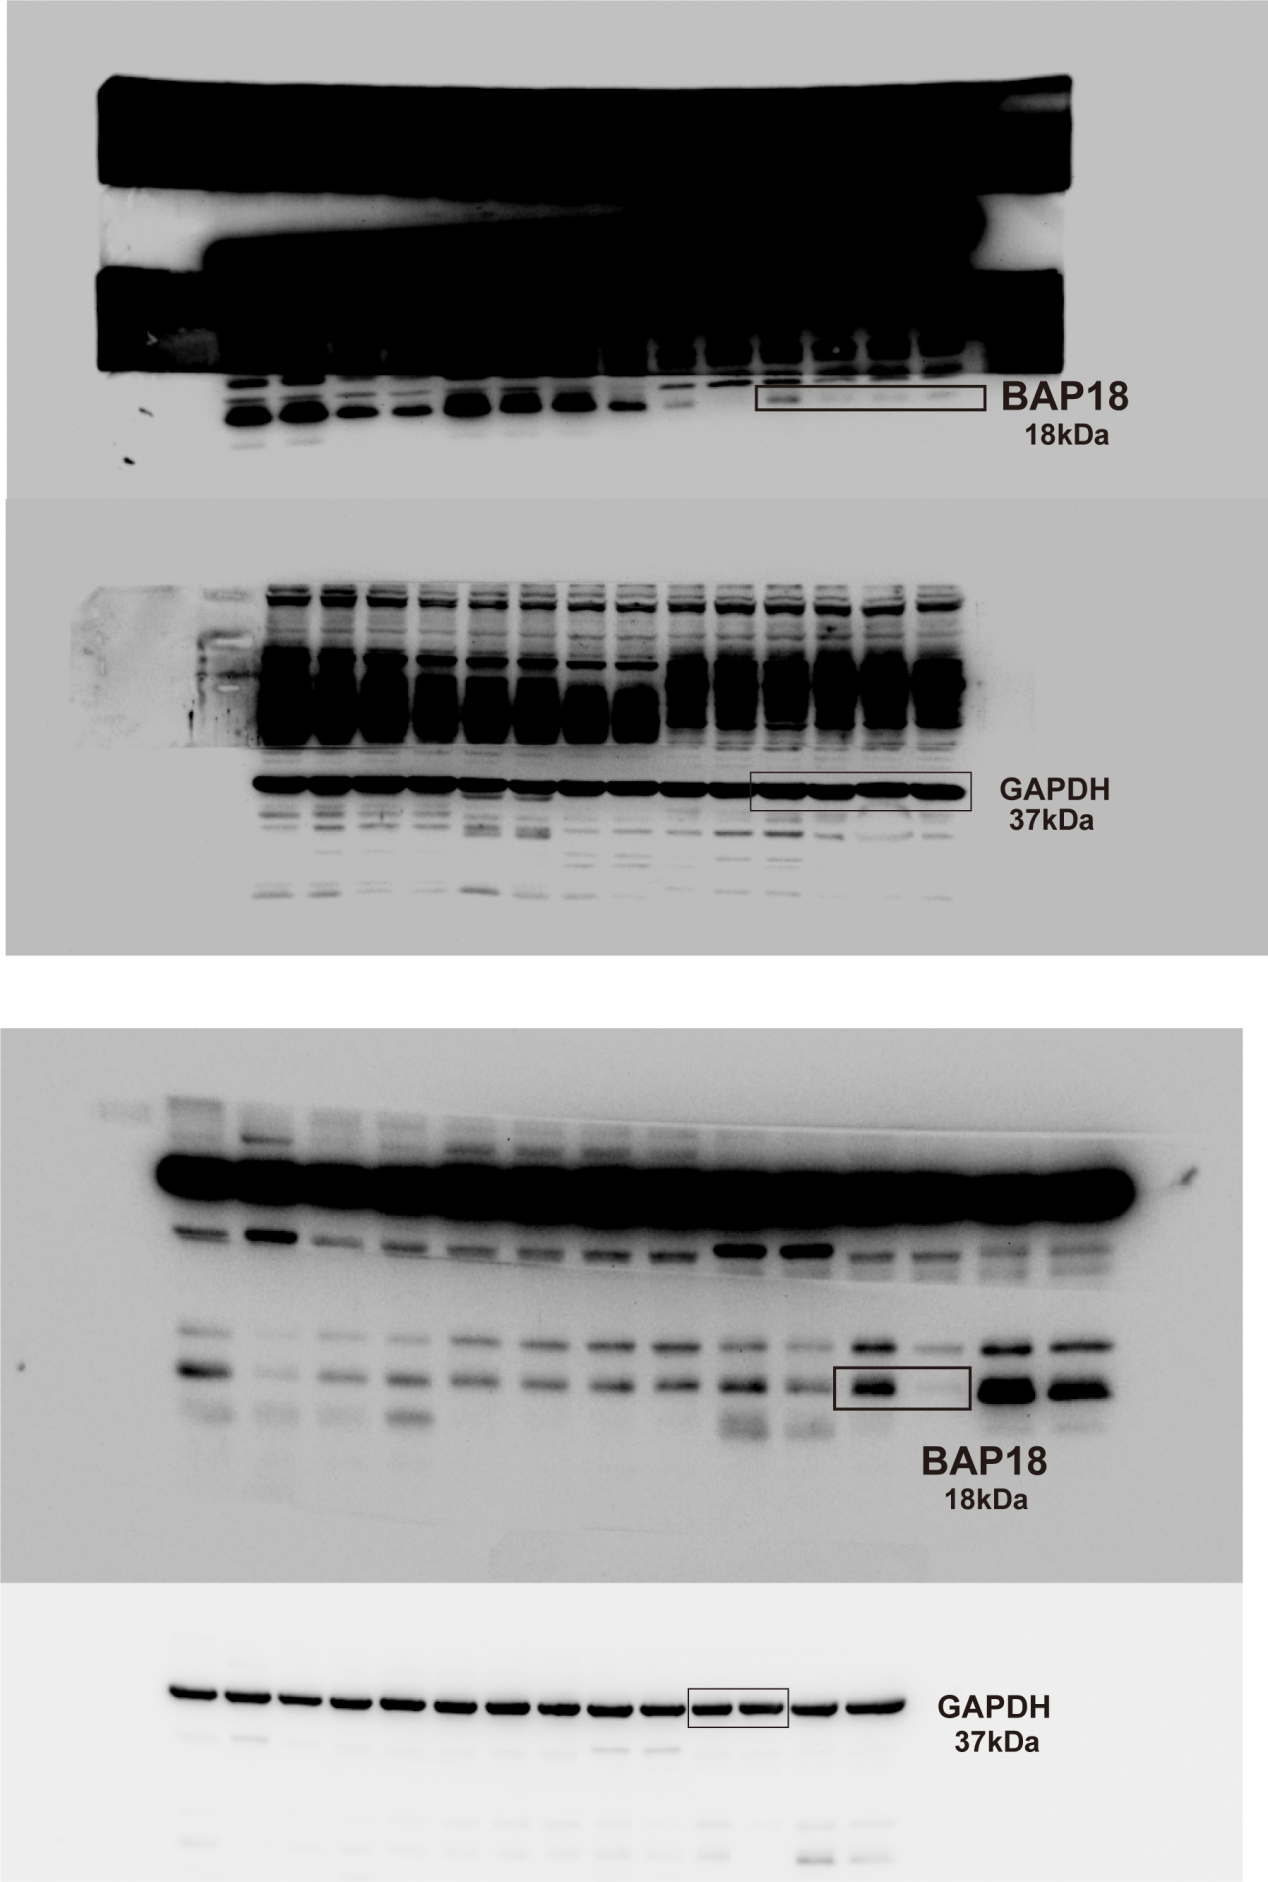
**

**Supplementary Table.** Complete list of proteins and peptides identified by LC-MS/MS following BAP18 co-immunoprecipitation in both control and BAP18-overexpression (OE) groups.

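The table lists, for each protein found after immunoprecipitation, its coverage (the percent of its sequence covered by identified peptides), its number of peptides, its number of unique peptides and its number of peptide-spectrum matches. There is 1 list for the control and 1 for the overexpression group, without replicates. By count of the paper's entries, 909 proteins are listed for the control and 1079 for overexpression, with 694 in both. Of the 385 listed only for overexpression, 225 rest on 1 peptide-spectrum match and 146 have at least 2 unique peptides. For BAP18 the paper's values are 54 peptide-spectrum matches and 79% coverage with overexpression, and 1 match and 17% coverage in the control. For CTNNB1 they are 12 matches and 18% coverage with overexpression, and 5 matches and 6% coverage in the control. ACTL6A and PAF1 are listed only for overexpression, each with 1 peptide-spectrum match.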

How the deposited data were processed for this re-analysis (not part of the article)

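RNA sequencing of A549 cells compared 3 siBAP18 cultures with 3 siCtrl cultures, collected 48 h after transfection. The authors deposited counts per gene and RPKM values for the 6 libraries. The counts are whole numbers without normalization. The RPKM values were checked against the counts and equal the count per kilobase of the listed gene length relative to the total of the library's column. The layout of the tables is that of featureCounts, but the paper's text names no aligner, counting program or use of strand, and those steps could not be repeated. Of the 35474 genes listed, 34900 were matched to GENCODE 29 by name or position. Total counts per library ranged from 46035635 to 53657450 in siCtrl (median 47099816) and from 42094524 to 56548620 in siBAP18 (median 53996860). A gene with 0 counts in a library could account for up to 3 counts of its total, and this floor covers counting error only. Mitochondrial genes took 7.43%, 7.08% and 6.87% of the counts in siCtrl replicates 1, 2 and 3, and 5.74%, 5.28% and 6.14% in siBAP18 replicates 1, 2 and 3.

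Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes passing filterByExpr were scaled by TMM and compared by condition with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Standard errors are the log2 fold change divided by the square root of the F statistic. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 1. Replicate numbers did not pair the libraries, with a Pearson r of the residuals of −0.017, 0.051 and 0.0038 across genes, so they entered only in an alternative. No pair of replicates was a copy, with a chi-square per degree of freedom from 4.76 to 5.68 between siCtrl libraries and from 13.5 to 32.7 between siBAP18 libraries. The steps were tested on simulated data, in which 200 of 20448 genes tested were changed 4-fold and 60 others were lowered by less. All 200 and 5 other genes were called. Changes near the fold change threshold, or in as large a share of genes as here, were not simulated.

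Named genes followed a rule fixed beforehand. They are C17orf49 and genes overlapping it, the genes the paper names in Wnt signaling with MKI67 and BPTF, the 5 largest rises and 5 largest falls among called genes with an average log2 CPM of at least 1 and no overlap between groups, and up to 4 called members with the smallest adjusted p in each list standing for a term of the paper. No pathway database was available, so 14 gene lists were compiled by hand for the paper's terms, beside 4 lists of interferon-stimulated genes, p53 targets, ATF4 targets and cholesterol biosynthesis. They were tested with camera at a preset correlation of 0.01, with fry, with camera at an estimated correlation and with Fisher's exact test against all genes tested. List medians under the alternatives are relative to the median of all genes. The planned enrichment of annotated GO and KEGG terms was not run, because the tables carry no annotation.

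Sites for guide bases 2 to 8 of each siRNA were searched in 3′ UTRs of GENCODE 29 with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. The mean log2 fold change of genes with a site was compared with that of genes without, adjusted for log 3′ UTR length and GC content, and ranked among all words of 7 bases. The test was planned, but its limits were set once the values could be seen. They are an average log2 CPM of at least 1, a 3′ UTR of at least 50 bases and words found in at least 100 genes, which left 11651 genes and 15906 words. A first form with squared covariates and both strands of each duplex was also run.

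Alternatives fixed before the data were examined were DESeq2's size factors, upper-quartile scaling, total counts only, the DESeq2 Wald test, edgeR's likelihood ratio test, no filter, at least 10 counts in every library, limma on log2(RPKM + 1) and log2(RPKM + 0.1) with a mean RPKM of at least 0.5, limma on log2(RPKM + 1) without a filter, a replicate block, each library left out, an unadjusted p, no fold change threshold, the other list tests and a site of 6 bases. Protein-coding genes only, protein-coding genes among the calls, and offsets for GC content and gene length were chosen after seeing the data. After the values had been seen, 28 further subsets of the called genes were also counted, by gene type and by minimum expression.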

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

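The medians relative to all genes, the interferon-stimulated genes, the site types, the words of the same bases for siBAP18#3, the classes of expression, the cell cycle lists, the site types of siCtrl, the offsets for GC content and gene length in the tests of seed sites and the other splits of the libraries are tests chosen or written down only after the result was seen. The offsets for GC content and gene length in the gene lists, the members of the cholesterol list without a site and the words of the same bases for siCtrl were written down before their values were seen.

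Genes with a 3′ UTR site for the guide of siBAP18#3 were lower in siBAP18 cells, a signal in genes the paper does not discuss as a group. The adjusted mean shift of the 803 genes with the word ACTCAAC was −0.1987 (standard error 0.0199), the lowest of all words tested (two-sided rank p = 1.26e-04 over n = 15906 words, 5.03e-04 when adjusted over the guides tested). Overlapping words are not independent, and this p-value does not count libraries. The guides of siBAP18#1 (shift −0.0051) and siBAP18#2 (shift −4.63e-04) showed no such rank. In the first form of the regression, run on both strands of each duplex, the word of siBAP18#3 was also the lowest, with a shift of −0.207. Base composition is argued against, since the word ranked 1 among 140 words of the same bases, and the shift was −0.193 with offsets for GC content and length. The next of these words (−0.165) overlaps the seed word. Noise of genes with few counts is argued against by a shift of −0.2188 in the third of genes with the highest expression. Without the cell cycle lists the shift was −0.2045. The shift grew with the strength of the site, from −0.0666 for 6mer and −0.138 for 7mer-A1 to −0.187 for 7mer-m8 and −0.2945 for 8mer sites. A candidate explanation is therefore repression through the seed of siBAP18#3, which would mean that this duplex was among those transfected. Of the 394 genes called lower in this test, 34.5% carry an 8mer or 7mer site, against 13.3% of all genes and 8.03% of genes called higher. These shares are not adjusted for 3′ UTR length. For siBAP18#1, 4.46% of genes with an 8mer site were called lower and 1.115% higher, against 2.85% and 2.68% without a site. For siBAP18#3 these were 13.55% and 0.968%, against 2.40% and 2.62%. The low share among genes called higher, and part of the excess among lower genes, thus arise without a seed shift. Among the 10 splits of the 6 libraries, 1 gave a shift as large, the real one, and the largest in the others, each of which still sets 2 libraries of one condition against 1, was 0.0701 in size. With 3 libraries against 3 this share is never below 0.1, so a grouping by chance cannot be told apart by this count. A biological effect of BAP18 on the same genes was not tested, since no library of another BAP18 siRNA was analysed here.

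Genes with a site for the guide of siCtrl were higher in siBAP18 cells, by 0.1064 on average over 370 genes, 104 from the highest (two-sided rank p = 0.0131 over n = 15906 words, 0.0262 when adjusted over the guides tested). This was not a signal the paper analysed. Repression through the control guide in the siCtrl libraries may give such a rise, but the shift of genes with an 8mer site was only 0.02883 (standard error 0.0635, 70 genes), against 0.131 for 7mer-m8, 0.0861 for 7mer-A1 and 0.0475 for 6mer sites. The word ranked 4 from the highest among 584 words of the same bases. A trend with GC content or gene length is argued against as the whole cause, since the shift was 0.0926 with offsets for both. Composition of the word beyond this and repression by the control guide cannot be told apart, because few genes carry the stronger sites and a few words of the same bases are shifted as far. In the first form of the regression, the word of the siCtrl passenger strand ranked 16 from the highest, with a shift of 0.155. No biological explanation was tested.

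The 40 p53 target genes, a list outside the terms the paper discusses, had a median log2 fold change of 0.64. The adjusted p from camera was 7.73e-20, and 0.0143 with an estimated correlation. At an adjusted p under 0.05, 31 of these genes were higher and 5 lower. A factor for a whole library shifts every gene alike, so library scaling is argued against by the median relative to all genes, 0.642. The median of all genes was 0.00102 after scaling, so this value is nearly the list's own median and adds no separate test. Offsets for GC content and length left the relative median at 0.67. For an interferon response to the duplex, 36 of 44 listed interferon-stimulated genes could be tested, and they did not rise as a set. Their median was −0.17 (adjusted p = 0.131 from camera), with 13 lower and 5 higher at an adjusted p under 0.05. Since members went both ways, a weak response is not excluded. A response to BAP18 loss remains a hypothesis, found and tested on the same data, and so does a response to another effect of the duplex, which the absence of another BAP18 siRNA leaves open.

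The 41 ATF4 target genes, also outside the paper's terms, had a median of 0.22, with 21 higher and 12 lower. The adjusted p from camera was 2.77e-07, and 0.0226 with an estimated correlation. Relative to all genes the median was 0.221, which argues against library scaling in the same way, and it was 0.17 with GC and length offsets. The same interferon-stimulated genes (median −0.17) did not rise as a set, which again does not exclude a weak interferon response. A stress response to BAP18 loss or to transfection with this duplex may explain the rise, and these were not separated.

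The 25 cholesterol biosynthesis genes had a median of −0.54, with 17 lower and 2 higher. The adjusted p from camera was 2.59e-07, but only 0.0497 with an estimated correlation. Relative to all genes the median was −0.542, and −0.55 with GC and length offsets. Direct seed sites of siBAP18#3 are argued against as the whole cause, since the 20 members without a site had a median of −0.40, and 8 of 10000 random lists of genes without a site were as low. Whether the fall follows BAP18 loss was not tested.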

How the results depend on the processing

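The protein-coding and GC alternatives were chosen after seeing the data, and the others before the data were examined. The knockdown of C17orf49 kept its direction and its side of the threshold under every alternative run, from −2.80 to −1.81, and the shift for siBAP18#3 sites did so from −0.209 to −0.129. Of the list results, those for DNA replication, cell cycle, G1 to S, Fanconi anemia and homologous recombination, S-phase, G2/M, p53, ATF4, cholesterol and Wnt target genes kept theirs under every alternative run. The cause of the changes below was not tested, except where fewer genes were tested or counted.

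The number of called genes was 348 with limma on log2(RPKM + 1), 909 with log2(RPKM + 0.1), 345 with log2(RPKM + 1) and no filter, 10305 with no fold change threshold, 1132 with protein-coding genes only and 1140 with protein-coding genes among the calls. The number with higher expression was 605 with at least 10 counts in every library, 215, 475 and 212 in the limma alternatives in that order, 5089 with no fold change threshold, 590 with protein-coding genes only and 580 with protein-coding genes among the calls. The number with lower expression was 133, 434 and 133 in the limma alternatives and 5216 with no fold change threshold. Across the 6 fits that each left out one library, the called genes numbered from 1714 to 1934. The replicate block gave 1741 called genes. With the stricter count filter the share of calls that were higher was 50.6%, against 55.8% in the fit reported.

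Among lists, fry called Rap1 (−0.063), TGF-β (0.0125), Wnt components (−0.0102) and interferon-stimulated genes (−0.175). The pluripotency list was no longer called with protein-coding genes only (−0.133), GC and length offsets (−0.107) or an estimated correlation (−0.144). The non–small cell lung cancer median reversed to 0.0072 and 0.0084 with limma on log2(RPKM + 1) and log2(RPKM + 0.1). The TGF-β median reversed to −0.0431 with no filter, −0.0284 with at least 10 counts, and −0.0816, −0.0959 and −0.0108 in the limma alternatives, and was called at 0.0623 with GC and length offsets. The β-catenin nuclear median reversed to 0.0036 with at least 10 counts and 0.0068 with protein-coding genes only, and that of Wnt components to 9.1e-05 with protein-coding genes only. Across the fits that each left out one library, the medians ranged from −0.0335 to 0.0072 for Hippo, from −0.0401 to 0.0072 for non–small cell lung cancer, from −0.0215 to 0.0389 for TGF-β (called without siBAP18 replicate 3), from −0.024 to 0.0188 for β-catenin nuclear signaling and from −0.0253 to 0.0259 for Wnt components. The reversals were without siBAP18 replicate 3 for Hippo (0.0072) and β-catenin nuclear signaling (0.0188), without siCtrl replicate 2 for non–small cell lung cancer, without siCtrl replicates 1 (−0.0215) or 2 (−0.0157) for TGF-β, and without siCtrl replicate 3 (0.0259) or siBAP18 replicate 1 (0.0106) for Wnt components.

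The shift for siBAP18#1 sites reversed to 0.0092 with GC and length offsets. That for siBAP18#2 sites reversed to 8.93e-04 with limma on log2(RPKM + 1) and no filter and 0.0196 with GC and length offsets, and ranged from −0.0041 to 0.0016 with each library left out.

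Among named genes, ACTL6A reversed to 0.0018 with DESeq2's size factors, 0.0039 with upper-quartile scaling, 0.0020 with the DESeq2 Wald test, 0.0012 with at least 10 counts, 0.0029 with protein-coding genes only and 0.117 with GC and length offsets, the last also being the value of GSK3B (0.117). With each library left out, MYC ranged from −0.0739 to 0.0249, GSK3B from −0.139 to 0.0040 and ACTL6A from −0.0458 to 0.0288, the upper values being those without siBAP18 replicate 3. In the named genes, counting the adjusted p alone, 14 other changes were weaker, the most for MMP7, and 1 was stronger, MYC with GC and length offsets (−0.153).

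Of the 52 named genes called on both thresholds, 32 were still called with limma on log2(RPKM + 1), with or without a filter, and 47 with log2(RPKM + 0.1), some of the others not being tested there. With the DESeq2 Wald test TLE2 was lost, just under the fold change threshold. With GC and length offsets POLA1 (−0.93), CDK1 (−0.93), MAP2K3 (0.92), EML4 (−0.86) and IL6ST (−0.68) were lost. Without siBAP18 replicate 3, MCM4 (−0.99), MCM6 (−0.98) and EML4 (−0.99) were lost, and TLE2 was lost without siCtrl replicate 1 (−0.95), siBAP18 replicate 1 (−0.89) or siBAP18 replicate 2 (−0.95). STMN4 and WNT7A were not tested with at least 10 counts in every library, and the 2 antisense genes at the BAP18 locus were not tested with protein-coding genes only. With no filter CCND2 was called as well (3.13). The enrichment of annotated terms was not run.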

Differences from the paper's values

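The paper reports 1143 differentially expressed genes, and the value here was 1758. Of the alternatives set before the data were examined, the DESeq2 Wald test (1668), at least 10 counts in every library (1195), limma on log2(RPKM + 0.1) (909) and the fit without siBAP18 replicate 1 (1714) fell within 1.5 times the paper's value, and the other 15 did not. The paper reports 580 genes with higher expression, and the value here was 981. At least 10 counts in every library (605) and limma on log2(RPKM + 0.1) (475) fell within 1.5 times the paper's value, and the other 17 did not.

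Restricted to protein-coding genes among the calls, the numbers were 1140 called, 580 higher and 560 lower, against the paper's 1143, 580 and 563. This restriction was chosen after seeing these values, after 28 other subsets of the called genes had been counted, which held from 515 to 1758 genes. Others of them also came near the paper's number, such as protein-coding genes matched by name alone (1120), a mean count of at least 30 (1188), a lowest count of at least 10 (1198) and a highest RPKM of at least 0.5 (1215). A fit on protein-coding genes only, also chosen after seeing the values, gave 1132 called genes, 590 higher and 542 lower. With so many subsets counted, a close number is not evidence of how the paper selected its genes.

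The paper's Discussion speaks of suppressed Rap1 and β-catenin signaling. The median log2 fold change was −0.06 for the Rap1 list (adjusted p = 0.245 from camera). It was −0.0024 for the β-catenin nuclear list (adjusted p = 0.787 from camera). The Rap1 list was called by fry (adjusted p = 6.67e-04), and the β-catenin nuclear list was not (adjusted p = 0.187). Unlike camera, fry does not ask whether a list changed more than other genes. In the Rap1 list 12 genes were called lower and 7 higher. Called-lower genes were in excess there (odds ratio 2.08, adjusted p = 0.0424, one-sided Fisher's exact test), which goes with the paper. They were not in excess in the β-catenin nuclear list (odds ratio 1.19, adjusted p = 0.651 from the same test). Called genes of both directions together were in excess in neither list (adjusted p = 0.15 for Rap1 and 0.887 for β-catenin nuclear, from the same test). Relative to the median of all genes, the Rap1 median lay between −0.0801 and −0.0049 over the alternatives, those leaving out a library included. Fig. 4D names the Hippo and non–small cell lung cancer terms, whose hand-compiled lists were not called (adjusted p = 0.787 from camera for both).

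The paper measured 7 Wnt target genes by qPCR in A549 and H1299 cells, with and without lithium chloride (Fig. 6, A and B). It states that knockdown lowered them except ID2, whose change was not significant. The sequenced cells were A549 only, collected 48 h after transfection, and the paper's text names no lithium chloride for them. The 2 experiments may thus differ in stimulation and siRNA. Here JUN rose by 3.39 on the log2 scale, ID2 fell by 1.30 and MMP7 was 0.19, above 0. MYC was −0.03 (adjusted p = 0.771 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and passed the adjusted threshold only with GC and length offsets, chosen after seeing the values (−0.15, adjusted p = 0.0415 from the same test). In Fig. 6A, MYC without lithium chloride is likewise marked as not significant. CCND1 (−0.79), AXIN2 (−0.31) and CD44 (−0.34) were lower here too.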

Other observations

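The other splits of the libraries are tests chosen only after the result was seen, and those of S-phase genes, G2/M genes and MIR497HG were written down before their values were seen.

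Lower expression of S-phase genes may arise in part from seed sites of siBAP18#3. Members without a site were tested against genes without a site, whose median log2 fold change was 0.0192. The 36 S-phase genes without a site had a median of −1.05, and 0 of 10000 random lists were as low. The 43 G2/M genes without a site had a median of −0.47, and again 0 of 10000 random lists were as low. Direct sites in 3′ UTRs are thus argued against as the whole cause, and indirect effects of repressed genes were not tested.

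Lower counts on MIR497HG could come from reads of the opposite strand, since it overlaps C17orf49. Across 1784 pairs of a gene inside an intron of an opposite-strand gene, the Spearman rho of their fold changes was 0.101, beside 0.0806 for 1563 pairs on the same strand and 0.0445 as an upper quantile, not the maximum, of 1000 shuffles of the pairs on the opposite strand. These are correlations across genes, which are not independent replicates. The relation is weak, and pairs on the same strand showed one of similar size. These pairs lie in introns, whereas MIR497HG overlaps exons of C17orf49. The test therefore cannot decide whether its lower counts come from reads of the opposite strand. Shared regulation of neighboring genes was not separated either.

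Of the 10 splits of the 6 libraries, 1, the real one, gave as many called genes, and the same held for genes with higher expression, for genes with lower expression and for called lists (1 of 10 each). Each of the other 9 splits sets 2 libraries of one condition and 1 of the other against the reverse, so that part of the difference between conditions stays in them. They gave 0 called genes, 0 genes at an adjusted p under 0.05 and from 4 to 9 called lists. A share of 1 in 10 is the smallest this design can give.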
